# Rewiring of gene expression in circulating white blood cells is associated with pregnancy outcome in heifers (*Bos taurus*)

**DOI:** 10.1038/s41598-020-73694-w

**Published:** 2020-10-08

**Authors:** Sarah E. Moorey, Bailey N. Walker, Michelle F. Elmore, Joshua B. Elmore, Soren P. Rodning, Fernando H. Biase

**Keywords:** Functional genomics, Transcriptomics, Gene regulatory networks, Machine learning

## Abstract

Infertility is a challenging phenomenon in cattle that reduces the sustainability of beef production worldwide. Here, we tested the hypothesis that gene expression profiles of protein-coding genes expressed in peripheral white blood cells (PWBCs), and circulating micro RNAs in plasma, are associated with female fertility, measured by pregnancy outcome. We drew blood samples from 17 heifers on the day of artificial insemination and analyzed transcript abundance for 10,496 genes in PWBCs and 290 circulating micro RNAs. The females were later classified as pregnant to artificial insemination, pregnant to natural breeding or not pregnant. We identified 1860 genes producing significant differential coexpression (eFDR < 0.002) based on pregnancy outcome. Additionally, 237 micro RNAs and 2274 genes in PWBCs presented differential coexpression based on pregnancy outcome. Furthermore, using a machine learning prediction algorithm we detected a subset of genes whose abundance could be used for blind categorization of pregnancy outcome. Our results provide strong evidence that transcript abundance in circulating white blood cells is associated with fertility in heifers.

## Introduction

Cattle production systems provide approximately 28%^1^ of the global protein supply. Improving cattle production efficiency is essential for farmers to attain sustainable production and support the growing demand for animal protein^1^. Infertility is a critical problem in agriculturally important large animals. For instance, the prevalence of infertility ranges from 64 to 95%, averaging 15% in beef heifers^2–14^. First breeding success greatly influences the lifetime efficiency of beef replacement heifers. Heifers that calve early in their first calving season experience increased productivity and longevity than their later calving herd mates^15–18^. Furthermore, the genetic correlation between yearling pregnancy rate and lifetime pregnancy rate is high (0.92–0.97)^19,20^. Therefore, the ability to identify heifers that experience optimal fertility during the first breeding is essential to the sustainability of beef cattle production systems. The genetic architecture of fertility in beef heifers is very complex^21–28^. In line with this complexity, female reproductive traits have low heritability, with traits related to female reproductive fitness in cattle, such as heifer pregnancy and first service conception, range from 0.07 to 0.20^2,21,29–33^ and 0.03 to 0.18^2,21,29^, respectively. The examination of the genetic components of fertility in beef heifers have yielded several genes potentially associated with fertility traits^21–28^; but the effect of these markers are minimal, and there is no clear redundancy in genetic markers identified across breeds or subspecies.

Beyond the genomic profiling, the analysis of multiple layers of an individual’s molecular blueprint is likely key for understanding the underlying biology of complex traits^34^. In line with this rationale, expression-trait association studies have emerged as a means to better understand complex traits^35,36^. Specifically related to fertility, there is evidence that circulating micro RNA (miRNA) profiles are indicative of reproductive function^37^. Furthermore, we have previously identified differences in the transcriptome of peripheral white blood cells (PWBC) among heifers of different fertility potential^38^.

In the present study, our objective was to investigate gene transcripts in PWBCs and circulating micro RNA (miRNA) profiles in heifers enrolled in fixed time artificial insemination (AI). We utilized a multi-dimensional approach to investigate differences in coexpression of protein-coding genes in PWBCs, and coexpression between circulating miRNA and mRNAs in PWBCs.

## Results

### Overview of the experiment and data generated

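Peripheral white blood cells were taken at the time of AI from heifers whose pregnancy outcome was recorded later, and the mRNA of each heifer made its own library. There were 6 libraries from heifers pregnant to AI (AI-preg), 6 from heifers pregnant later to bulls (NB-preg) and 5 from heifers that did not become pregnant (non-pregnant). A further non-pregnant library was left out by the authors for its low number of reads. The authors deposited the number of read pairs counted on each of 27570 genes, as whole numbers without normalization and without a filter on genes. They aligned the reads with HISAT2 to the bovine assembly ARS-UCD1.2, removed reads with several alignments or with 5 or more mismatches, left out duplicates and counted by strand with featureCounts. A gene with a near-identical copy is therefore counted only from the reads that the copies do not share. Between 15353819 and 67192941 read pairs per AI-preg heifer were counted on genes, with a median of 32535945. The range was 6402207 to 56867279 in NB-preg heifers (median 19195350) and 4184999 to 20164587 in non-pregnant heifers (median 8175887). The geometric mean of the 12 pregnant heifers was 2.64 times that of the non-pregnant heifers, a difference larger than the spread between heifers (exact permutation test, two-sided p = 0.0259). Lowly expressed genes thus rest on fewer counts in non-pregnant heifers. Counts scaled to the library total (CPM) were taken over the genes of any type kept after filtering, without further scaling factors. The authors' code takes them over protein-coding genes alone, which could not be selected here. Where the authors used RPKM for coexpression, log2(CPM + 1) was used, since gene lengths were not analysed here.

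**Figure D1:**
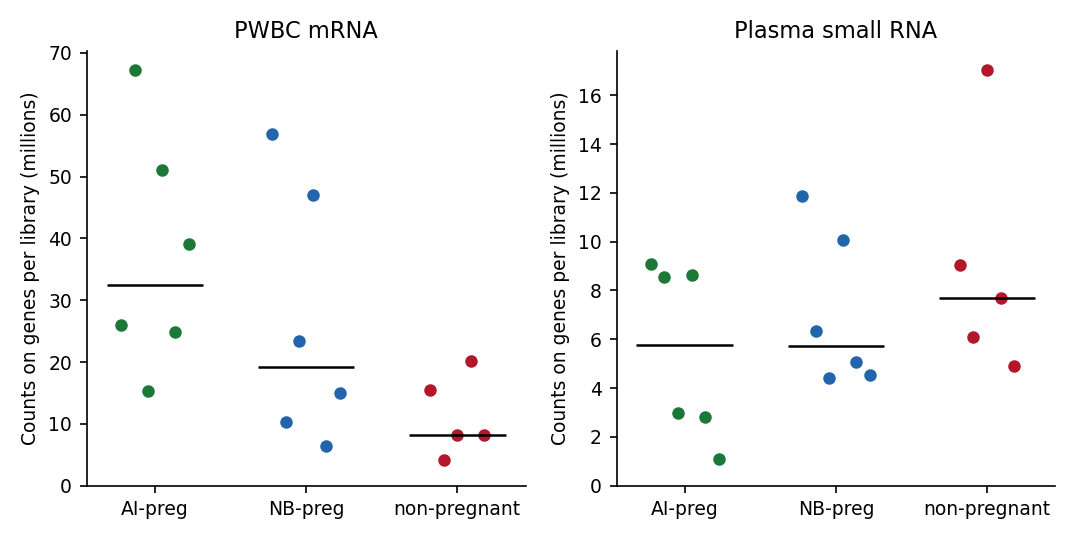
Counts on genes per library (vertical axis) for PWBC mRNA (left) and plasma small RNA (right). Each point is 1 heifer and each line the median of its group. All 5 non-pregnant PWBC libraries lie at or under 20164587 counts.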

We generated transcriptome data for mRNA from PWBC and small RNA from plasma collected at the time of AI from heifers that became pregnant to AI (AI-preg, n = 6), pregnant later in the breeding season from natural breeding with bulls NB (NB, NB-preg, n = 6), or failed to become pregnant (non-pregnant, n = 5, Fig. 1A). 

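Small RNA was sequenced from plasma, the cell-free part of the same blood samples, in 1 library for each of the 17 heifers. The authors deposited the number of single reads counted on each gene of any type, in the same way as for PWBC but without regard to strand, and again without normalization. Between 1073910 and 9091334 reads per AI-preg heifer were counted on genes (median 5748147). NB-preg heifers had 4410205 to 11878390 reads (median 5705158) and non-pregnant heifers 4888852 to 17024777 (median 7673836). The geometric mean of the pregnant heifers was 0.649 times that of the non-pregnant heifers, within the spread between heifers (exact permutation test, two-sided p = 0.209). The deposited identifiers carry no gene type. The miRNAs were therefore the 120 identifiers that the paper's supplementary tables list as miRNA. One of these, Supplementary Table S8, was held only in part, with 1997 of its 5123 lines, so other miRNAs of the study were not analysed here. The named miRNAs took 2.21 to 13.9% of the plasma counts of a heifer. A single gene that the lines held of the supplementary tables do not list as a miRNA, ENSBTAG00000037264, took 49.5 to 92.5%.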

We produced, on average, 25.8 and 7.1 million reads from mRNA and small RNA, respectively. Following the filtering for lowly expressed genes, 10,496 protein coding genes in PWBC and 290 miRNAs in plasma samples were used for differential gene expression, coexpression and prediction analyses (Fig. 1A). 

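At least 2 CPM in 5 or more of the libraries was reached by 10942 PWBC genes, of which 2228 have a symbol in the supplementary tables. They include genes of any type, since protein-coding genes could not be told from others without an annotation. Over 1 CPM in 5 or more libraries was reached by 1086 plasma genes, and by all of the named miRNAs. The PWBC genes with the most counts include RPS3A (ENSBTAG00000009908), with a mean of 0.657% of the counts of a library and a range of 0.112 to 1.31% over the heifers, and RPS24 (ENSBTAG00000013264), with a mean of 0.560%. The most counted of the named miRNAs was ENSBTAG00000029802, for which the tables give no symbol, with a mean of 2.16% of the plasma counts. MIR423 (ENSBTAG00000029822) had a mean of 1.36%, bta-mir-10b (ENSBTAG00000029927) of 0.978%, MIR25 (ENSBTAG00000029920) of 0.529% and bta-mir-192 (ENSBTAG00000029940) of 0.394%.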

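The 17 heifers were placed on the principal components of their PWBC transcript abundance, with each gene centred. The first component held 45.4% of the variance and the second 25.4%. Non-pregnant heifers 94, 107 and 113 had the highest scores on the first component, at 104, 81.3 and 115, and the highest pregnant heifer, NB-preg heifer 108, had 69.5. The other non-pregnant heifers, 101 and 115, had scores of -2.35 and -136, and heifer 115 was the lowest of all. The mean score of the non-pregnant heifers was 45.9 above that of the pregnant heifers, which was within the spread between heifers (exact permutation test over 6188 arrangements, two-sided p = 0.258). When average-linkage clustering on Euclidean distance was divided into a pair of branches, the smaller branch held AI-preg heifer 114, NB-preg heifers 116 and 121 and non-pregnant heifer 115. The result moved most without heifer 115, when the difference was 87.5 (exact permutation test over 1820 arrangements, two-sided p = 0.0291).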

Notably, three of the five non-pregnant samples clustered separately from other subjects based on the expression levels of protein-coding genes (Fig. 1B). We note that all heifers were phenotypically similar; and no marked distinction was observed among these three heifers relative to the remainder of the group on the day of AI. Contrariwise, there was no separation of samples based on the miRNA expression levels (Fig. 1C).

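On the named miRNAs of plasma, the first principal component held 61.5% of the variance. Scores on it ran from -8.45 to 15.7 in the non-pregnant heifers and from -14.7 to 22.6 in the pregnant heifers. The mean of the non-pregnant heifers was 2.86 higher (exact permutation test, two-sided p = 0.637). The direction of this difference depended on the scaling, and with edgeR's TMM factors it was -4.65 (two-sided exact p = 0.403). The smaller of the pair of branches held AI-preg heifer 120 and NB-preg heifer 116, and no non-pregnant heifer.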

**Figure 1:**
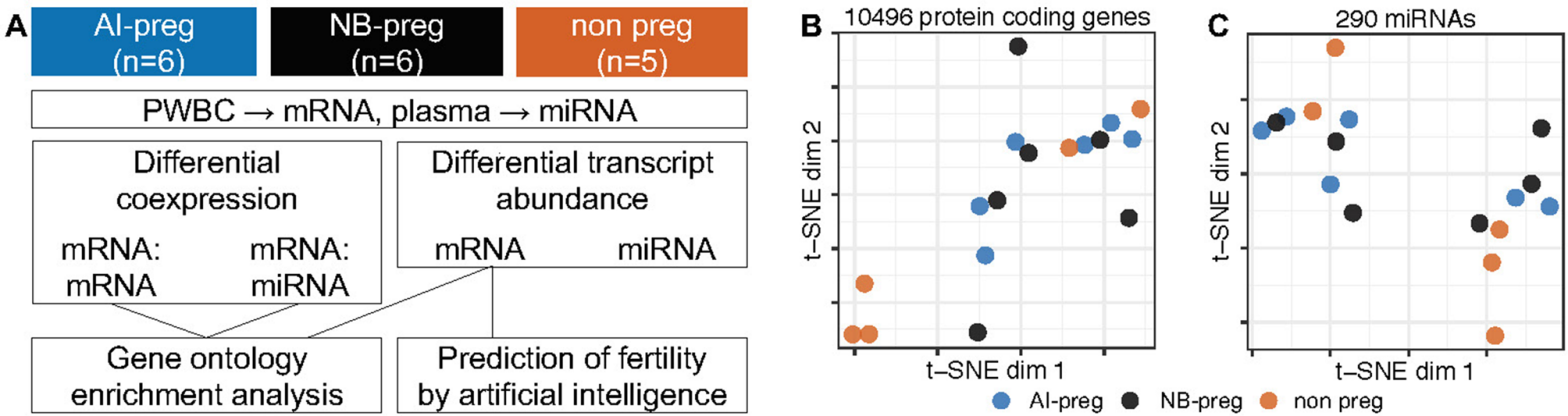
Overview of the experimental design and data. (**A**) Schematics of the experimental design, classification scheme based on fertility, data produced and overview of the analyses. (**B**,**C**) Dimensionality reduction of the transcriptome data obtained from the mRNA abundance of protein-coding genes in PWBCs and plasma extracellular miRNA.

### Differential mRNA:mRNA coexpression associated with pregnancy outcome

First, we asked whether there was a general coexpression profile of the protein-coding genes expressed in PWBCs amongst all 17 samples. 

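Every pair of the PWBC genes was correlated across all heifers, and 2252 pairs among 1155 genes had a Pearson's r over 0.98 or under -0.98. When the values of each gene were shuffled across heifers, at most 1 pair passed in any of 20 shuffles. The largest r was that of ATF4 (ENSBTAG00000017462) and BOD1 (ENSBTAG00000034598), at 0.995 over 17 heifers (Spearman's rho 0.990). Both permutation p-values were 1e-05, the smallest that 100000 permutations can give (adjusted over the 31 pairs tested this way, 2.21e-05 and 5.17e-05). This r was 0.992 without heifers 115 and 119, the farthest from the median of ATF4, 0.997 within AI-preg heifers and 0.989 within NB-preg heifers. ATF4 had a log2(CPM + 1) of 9.88 ± 2.14 (SD, n = 5) in non-pregnant and 9.29 ± 1.40 (SD, n = 12) in pregnant heifers. PSME1 (ENSBTAG00000021395) and RPL7L1 (ENSBTAG00000018478) had a rho of 0.993, and the third pair, of ENSBTAG00000005315 and ENSBTAG00000030281, had 0.973. These pairs were named for their r, so their p-values are not independent evidence. The number of pairs moved most with the limit on |r|, to 77677 pairs at 0.95. With Spearman's rho in place of Pearson's r, 4578 pairs passed and 674 of them were among the same pairs.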

We identified that 1633 genes that formed 2017 pairs with highly significant correlated expression levels (|r*|* > 0.98, FDR < 0.02, Fig. 2A, Supplementary Table S1). Notably, ~ 99% of those significant correlations were positive (Fig. 2A). 

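Of the pairs past the limit, 2230 were positive and 22 negative, so that 99.0% were positive.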

Several genes showing coexpression were associated with ‘translation’, ‘positive regulation of gene expression’, ‘B cell differentiation’, and ‘negative regulation of extrinsic apoptotic signaling pathway’ amongst other biological processes (FDR < 0.1, Supplementary Table S2). This result indicates the occurrence of gene regulatory networks in PWBCs that are biologically meaningful for the immune system.

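Of 72 ribosomal protein genes with a symbol among the PWBC genes, 54 were in the coexpressed pairs, and 50 pairs joined one such gene to another. The counts of the named ribosomal protein genes added up to 7.76 ± 5.67% of a library (SD, n = 5) in non-pregnant, 4.86 ± 3.09% (SD, n = 6) in AI-preg and 4.03 ± 2.61% (SD, n = 6) in NB-preg heifers. The difference between non-pregnant and pregnant heifers was within the spread between heifers (exact permutation test, two-sided p = 0.117). Gene ontology terms were not analysed here. From the processes in which the coexpressed genes are enriched, translation and B cell differentiation among them, the paper concludes that PWBCs hold gene regulatory networks that matter to the immune system.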

**Figure 2:**
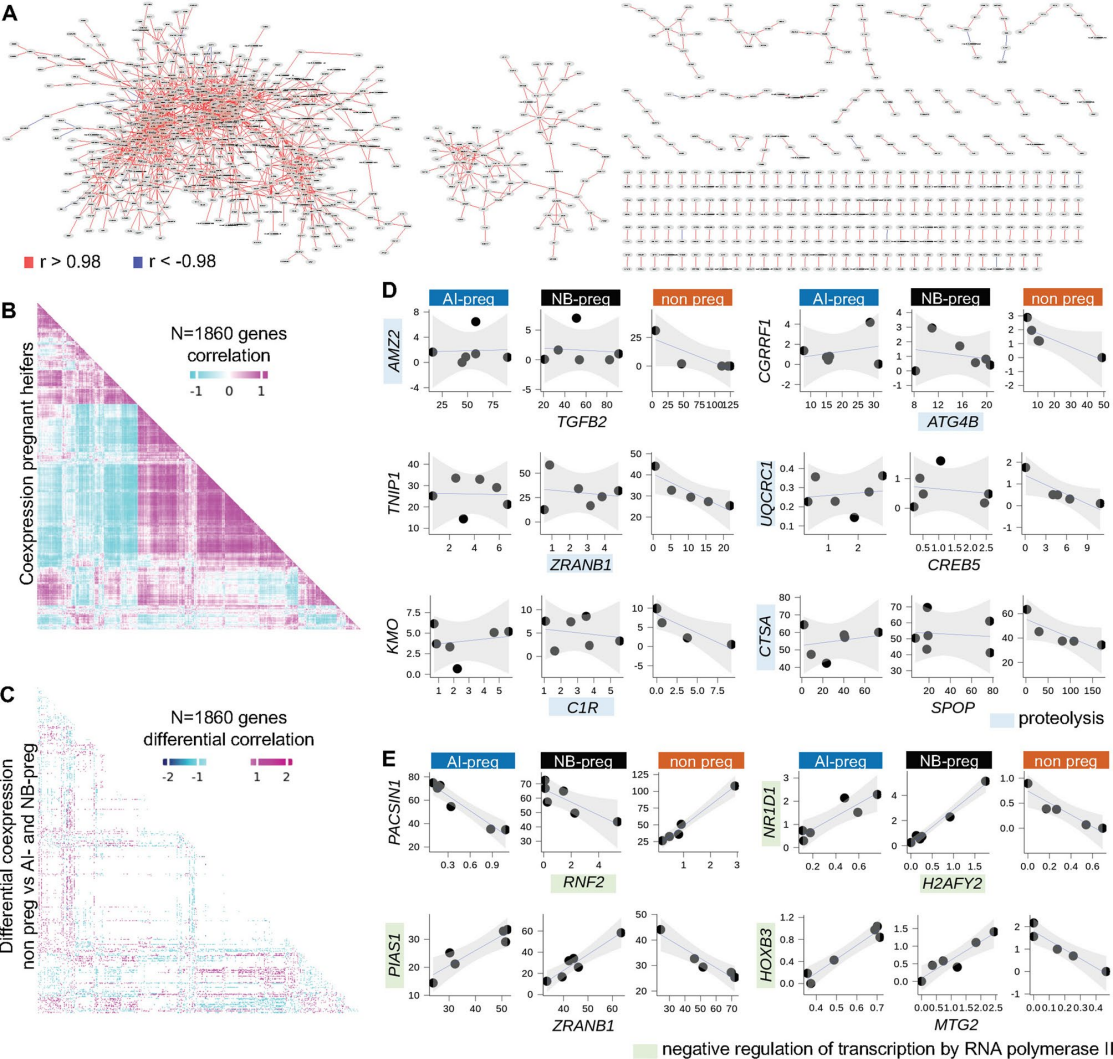
mRNA:mRNA coexpression in PWBCs. (**A**) Network of genes with highly correlated mRNA abundance. (**B**) Coexpression of 1860 protein-coding genes in pregnant heifers (AI-preg and NB-preg). (**C**) Profile of the differential coexpression in heifers classified as non-pregnant relative to the counterparts that became pregnant. (**D**) Scatterplot of selected genes associated with “proteolysis” that were coexpressed in heifers classified as non-pregnant relative to the counterparts that became pregnant. (**E**) Scatterplot of selected genes associated with “negative regulation of transcription by RNA polymerase II” that showed inverted coexpression in heifers classified as non-pregnant relative to the counterparts that became pregnant. All scatterplots present transcript abundance in Log2(counts per million).

Next, we investigated if the pair-wise gene coexpression differs between animals that became pregnant relative to those that did not become pregnant. We identified 1860 genes with significant differential correlation based on the pregnancy outcome (eFDR < 0.002, Fig. 2B,C, Supplementary Table S3, Supplementary Fig. S1). Of these 1860 genes, 963 genes formed 716 negative, 1053 genes formed 708 positive, four genes lost two positive, and 40 genes formed 23 inverted coexpression connections in non-pregnant heifers relative to both AI-preg and NB-preg heifers. 

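Pearson's r was computed within each group for every pair of PWBC genes, and pairs were classed by the limits of the authors' code. A pair was gained in non-pregnant heifers when |r| was under 0.1 in both pregnant groups and over 0.99 in non-pregnant heifers, and lost in the opposite case. A pair was inverted when the mean difference in r between non-pregnant heifers and the pregnant groups was over 1.9. There were 1571 such pairs among 1966 genes. The number moved most when Spearman's rho was held to the same limits, to 26913 pairs, of which 160 were among the same pairs; 5 heifers have few possible orders, and a rho of 1 or -1 is common among them.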

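Among these pairs, 718 gained a negative connection (961 genes), 831 gained a positive connection (1179 genes) and 22 were inverted (40 genes) in non-pregnant heifers. No pair lost a connection. Of the 1449 pairs in the paper's Supplementary Table S3, 908 were in the same class here, 414 of them gained negative, 477 gained positive and 17 inverted. When the values of each gene were shuffled across all heifers, so that no coexpression was left, between 1537 and 1736 pairs met the same limits in 20 shuffles, with a median of 826.5 gained positive, 780.5 gained negative and 38.5 inverted. With the limit of 1.95 that the methods text gives there were 0 inverted pairs in place of 22, and with single non-pregnant heifers left out between 151, without heifer 107, and 2366, without heifer 115.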

Among the 963 genes that formed new negative coexpression connections in non-pregnant heifers, there was enrichment of the biological processes “proteolysis” (n = 38 genes) and “translation” (n = 52 genes, FDR < 0.1, see Fig. 2D for selected genes and Supplementary Table S4 for list of genes). 

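TNIP1 (ENSBTAG00000012671) and ZRANB1 (ENSBTAG00000003395) had the paper's measure, r within a group, at -0.999 over the 5 non-pregnant heifers (exact permutation test, two-sided p = 0.00833, the smallest that 5 heifers allow; adjusted over the 15 pairs tested within groups, 0.0313). The paper plots this pair for its r in the same heifers, so the p-value is not independent evidence. It stayed between -1.00 and -0.997 when each of these heifers was left out. The r was -0.00817 in AI-preg (exact p = 0.988) and 0.0838 in NB-preg heifers (exact p = 0.871), and the latter moved between -0.711 and 0.728 with 1 heifer left out. Over the non-pregnant heifers the log2(CPM + 1) of TNIP1 was lowest in heifer 115, at 1.38, where that of ZRANB1 was highest, at 7.05. Genes annotated with proteolysis were not tested as a set here.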

Five of the 40 genes that formed inverted coexpression connection in not-preg heifers relative to the pregnant counterparts were associated with “negative regulation of transcription by RNA polymerase II” (FDR < 0.1, see Fig. 2E for selected genes and Supplementary Table S5 for a list of genes). These results indicate that physiological factors associated with fertility or infertility act on the transcription of protein-coding genes in PWBCs.

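NR1D1 (ENSBTAG00000012178) and H2AFY2 (ENSBTAG00000001163) had an r of -0.991 over 5 non-pregnant heifers, against 0.918 in AI-preg (exact permutation p = 0.0375) and 0.978 in NB-preg heifers (exact permutation p = 0.00556). Their abundance was low, with a log2(CPM + 1) of 1.00 ± 0.72 (SD, n = 5) for NR1D1 and 0.64 ± 0.57 (SD, n = 5) for H2AFY2 in non-pregnant heifers. PIAS1 (ENSBTAG00000005564) and ZRANB1 had an r of -0.990 in non-pregnant heifers, 0.922 in AI-preg (exact permutation p = 0.0125) and 0.928 in NB-preg heifers (exact permutation p = 0.00972). With single non-pregnant heifers left out, its r in that group stayed between -0.995 and -0.948.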

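The same limits were applied with each pregnant group in the place of the non-pregnant heifers. With AI-preg as the group that differed there were 141 pairs, and with NB-preg 130. Leaving out a pregnant heifer gave 1168 to 1754 pairs that differed in non-pregnant heifers. Leaving out a non-pregnant heifer gave 7495 to 24239 pairs, the most without heifer 101, since r over 4 heifers passes the limits more often. From these differences in coexpression, the paper concludes that physiological factors tied to fertility or infertility act on the transcription of protein-coding genes in PWBCs.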

### Differential miRNA:mRNA coexpression associated with pregnancy outcome

The generation of data from small RNA (from plasma) and mRNA (from PWBCs) from the same subjects (n = 17) permitted us to ask whether circulating miRNAs have correlated expression with protein-coding genes expressed in the PWBCs. 

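For each of the 17 heifers, the CPM of each named miRNA in plasma, taken over all plasma genes past the filter (in the authors' code, over the miRNAs alone), was set against the CPM of each PWBC gene, both as log2(CPM + 1). Copies of a miRNA that share a name were counted once in these pairs, and each on its own in differential coexpression. The miRNAs are those of the paper's supplementary tables, which favours miRNAs in pairs that the paper calls.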

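Past an |r| of 0.85 there were 81 miRNA:mRNA pairs, 46 positive and 35 negative, among 71 genes and 23 miRNAs. They include 70 of the 141 pairs in the paper's Supplementary Table S6. When the heifers of the PWBC table were shuffled against those of the plasma table, 3 of 100 shuffles gave as many pairs, with a median of 4 and a highest value of 815. The largest |r| was that of SAYSD1 (ENSBTAG00000001074) and bta-mir-2285z (ENSBTAG00000054863), at -0.913, with a Spearman's rho of -0.931 (permutation p = 1e-05 for each, the smallest possible). This pair was named for its r among all pairs, so these p-values are not independent evidence. Its r was -0.879 without heifers 94 and 114, the farthest in SAYSD1, -0.945 within AI-preg heifers and -0.906 within NB-preg heifers. ZGPAT (ENSBTAG00000007498) and bta-mir-181d (ENSBTAG00000029969) had an r of -0.903, and -0.791 without heifers 107 and 113. SCN11A (ENSBTAG00000017174) and bta-mir-2284y (ENSBTAG00000051839) had an r of 0.896 (rho 0.883). With CPM of the named miRNAs alone, the setting nearest to the authors' code but a choice made after the data were seen, there were 261 pairs, 30 of them among the same pairs. With single heifers left out it ran from 25 pairs, without heifer 113, to 612, without heifer 111, and 8 pairs passed in each of these fits.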

We identified 141 pairs of miRNA:mRNA with |r| > 0.85 (eFDR < 0.0001, Supplementary Fig. S2) that were formed by 106 protein-coding genes and 33 miRNAs (Supplementary Table S6). Among the 106 protein-coding genes existing in high correlation with miRNA, we identified three significantly enriched biological processes, namely: “peptidyl-threonine phosphorylation”, “cilium assembly” and “regulation of gene expression” (Fig. 3A, Supplementary Table S7). Of notice, 30 of the 141 miRNA:mRNA pairs that presented negative correlation between the expression levels have been previously identified as interacting pairs in the miRWalk database (Fig. 3B). Additionally, bta-mir-744 and bta-mir-320a emerged as the two most connected miRNAs (13 and 6 connections, respectively). It is evident that circulating miRNAs have regulatory roles over transcripts of protein-coding genes expressed in the PWBCs.

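The miRNA in most pairs here was bta-mir-744 (ENSBTAG00000030109), with 38 pairs, 16 of them negative. MIR375 and bta-mir-181b followed with 5 each, and bta-mir-320a had 2, both negative. With the 13 targets of bta-mir-744 drawn in Fig. 3B, r over all heifers ran from -0.885 to -0.825 and rho from -0.885 to -0.662 (permutation p of 6e-05 or less for r and 0.00467 or less for rho; adjusted over the same 31 pairs, 6.41e-05 and 0.00499 or less). The paper drew these targets for their r in the same heifers, so these p-values are not independent evidence. Without the 2 heifers farthest in the target, r ran from -0.819 to -0.631. Within groups it ran from -0.934 to -0.674 in AI-preg and from -0.575 to 0.0269 in NB-preg heifers. With the targets of bta-mir-320a, over its identifiers ENSBTAG00000029760 and ENSBTAG00000029761, r ran from -0.873 to -0.806, and from -0.766 to -0.536 without the 2 farthest heifers. The abundance of bta-mir-744 ran from 11.1 to 332 CPM over the non-pregnant, from 79.9 to 428 over the AI-preg and from 82.4 to 172 over the NB-preg heifers.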

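Target databases were not used here. From the coexpressed pairs, the enriched processes of their genes and the negative pairs listed in a target database, the paper concludes that circulating miRNAs regulate transcripts in PWBCs. With the neutrophil marker score (the mean of the log2 abundance of CXCR2 and TREM1) removed from all values by regression, 16 pairs were past the limit, 6 of them among the same pairs.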

**Figure 3:**
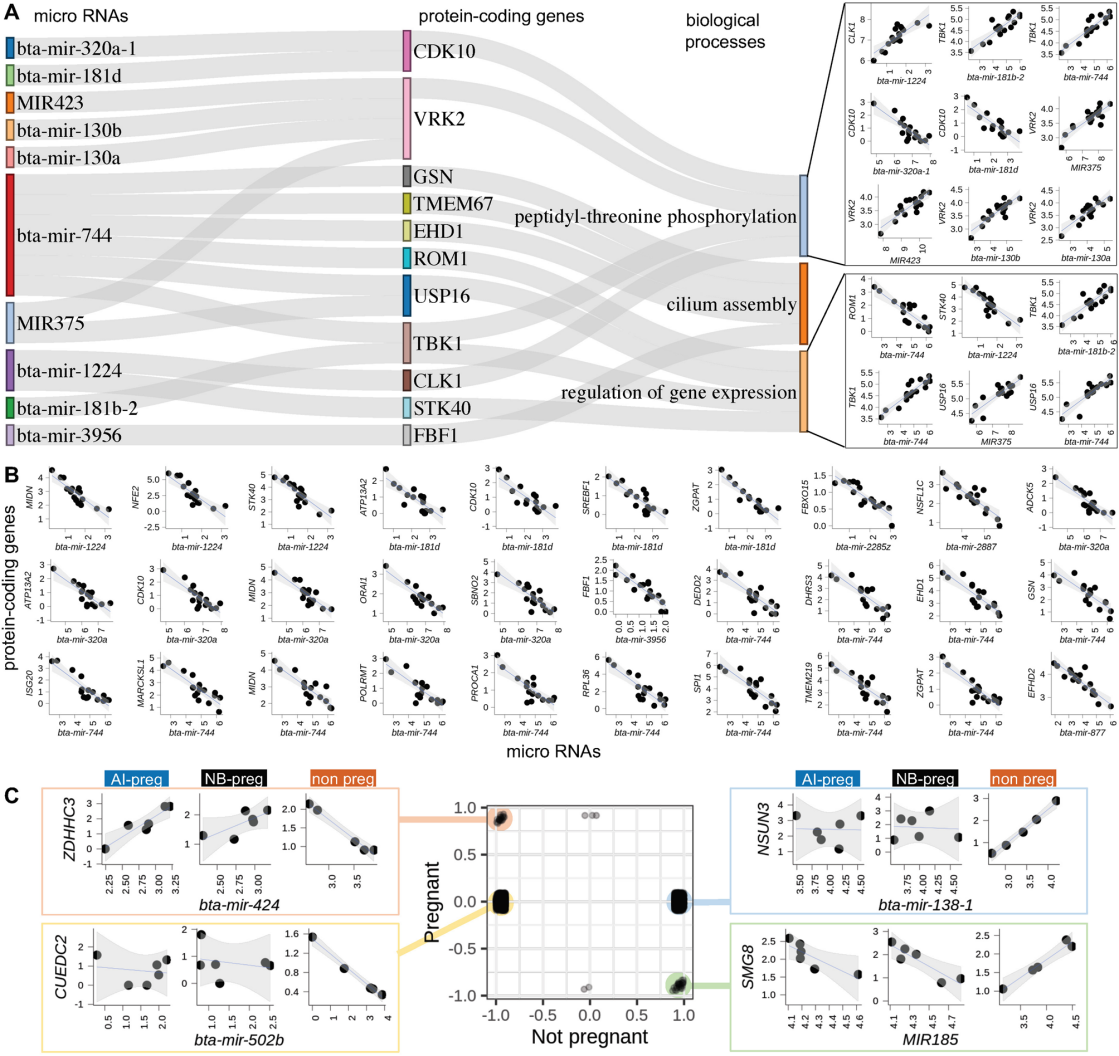
miRNA from plasma coexpressed with mRNA in PWBCs. (**A**) miRNA:mRNA pairs significantly coexpressed whose genes are significantly enriched in specific biological processes. (**B**) miRNA:mRNA pairs significantly coexpressed with evidence of interaction from miRBase. (**C**) The center chart presents pair-wise gene Pearson’s correlation for the corresponding group. The scatterplots to each side show selected miRNA:mRNA pairs representing differential coexpression between miRNA:mRNA in heifers classified as non-pregnant relative to the counterparts that became pregnant. All scatterplots presenting transcript abundance are in Log2(counts per million).

We also interrogated miRNA:mRNA pairs for differential coexpression associated with pregnancy outcome. We identified 2330 and 2738 miRNA:mRNA pairs with gain of negative and positive correlated expression, respectively, (|r| > 0.9, eFDR ≤ 0.01, Supplementary Fig. S3) in non-pregnant heifers that were not identified compared to pregnant heifers (both AI-preg and NB-preg, Fig. 3C). In addition, there were 51, two and three connections showing inverted, loss of negative and loss of positive correlations in non-pregnant heifers relative to the pregnant (both AI-preg and NB-preg) counterparts (Fig. 3C, see Supplementary Table S8 for genes). 

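With the limits of the authors' code for miRNA:mRNA pairs, |r| over 0.9 in non-pregnant heifers and under 0.1 in both pregnant groups, 921 pairs gained a negative and 1202 a positive connection in non-pregnant heifers. The named miRNAs are fewer than those of the study, which bounds these numbers. At the limit of 0.99 that the methods text gives, 17 pairs gained a negative and 44 a positive connection. The abundance of NSUN3 (ENSBTAG00000015728) and MIR138 (ENSBTAG00000029938), drawn in Fig. 3C, had an r of 0.994 over 5 non-pregnant heifers (exact permutation p = 0.0167), 0.220 in AI-preg (exact permutation p = 0.689) and -0.0439 in NB-preg heifers (exact permutation p = 0.944). The AI-preg value is over the limit, so this pair was not among those gained here.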

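There were 20 inverted pairs, 1 that lost a negative and 2 that lost a positive connection. SMG8 (ENSBTAG00000003365) and MIR185 (ENSBTAG00000029769) had an r of 0.954 over 5 non-pregnant heifers (exact permutation p = 0.025), -0.903 in AI-preg (exact permutation p = 0.00417) and -0.899 in NB-preg heifers (exact permutation p = 0.0347). With 1 non-pregnant heifer left out, r in that group ran from 0.887 to 0.992. MIR185 had 4.97 ± 2.78 CPM (SD, n = 5) in non-pregnant heifers.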

Among the 1220 protein-coding genes associated with gain of negative correlation with miRNAs, there were biological processes significantly enriched, namely: “immunoglobulin mediated immune response”, “negative regulation of DNA-binding transcription factor activity”, “lymphocyte chemotaxis” and “mitochondrial respiratory chain complex I assembly” (FDR < 0.1, Supplementary Table S9). Among the 1288 genes associated with gain of positive correlation with miRNAs, the following biological processes were significantly enriched: “regulation of DNA replication” and “cellular response to BMP stimulus” (FDR < 0.1, Supplementary Table S10). These results indicate that several miRNA and mRNA pairs have their connections altered in relation to the heifer’s fertility potential.

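All classes together held 2146 miRNA:mRNA pairs, of 1344 genes and 114 miRNAs. The gained negative pairs were formed by 639 genes and the gained positive pairs by 688. With AI-preg as the group that differed there were 208 pairs and with NB-preg 489. With edgeR's TMM factors 674 pairs met the limits, 6 of them among the same pairs. Leaving out a pregnant heifer gave 1500 to 2070 pairs and leaving out a non-pregnant heifer 3253 to 5532, the most without heifer 94. With the values of each gene and miRNA shuffled across all heifers, 20 shuffles gave 1054 to 1207 pairs. From the gained, lost and inverted pairs, the paper concludes that connections between miRNAs and mRNAs change with the fertility potential of the heifer.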

### Differential gene expression associated with pregnancy outcome

Differential gene expression analysis revealed 67 (55 up- and 12 down-regulated) and 81 (63 up- and 18 down-regulated) protein-coding genes with altered expression profiles between PWBC of AI-preg versus non-pregnant, and NB-preg versus non-pregnant heifers, respectively (eFDR ≤ 0.05, Fig. 4A, Supplementary Tables S11 and S12, Supplementary Fig. S4). 

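Differences in PWBC transcript abundance were tested over the 10942 genes with edgeR's quasi-likelihood test, in one fit of the 3 groups. In this edgeR test no gene had an adjusted p (Benjamini-Hochberg) under 0.05, with a lowest adjusted p of 0.780 for AI-preg and of 0.778 for NB-preg against non-pregnant heifers. At an unadjusted p under 0.05 there were 585 and 672 genes, of which 284 and 308 were higher and 301 and 364 lower in non-pregnant heifers. If p-values were uniform, 547.1 genes would pass in each comparison. The other 99 random splits of the heifers gave a median of 182 (10 to 3033) and of 158 (7 to 3653). The paper's rule asks for a nominal p of at most 0.03 in edgeR's likelihood ratio test and in DESeq2, and again in each fit that leaves out 1 heifer of the groups compared. By that rule 71 genes were called for AI-preg, 59 higher and 12 lower in non-pregnant heifers, and 88 for NB-preg, 67 higher and 21 lower. Of the paper's 67 and 81 genes, 65 and 80 were called here. The leave-one-out requirement moved these counts most, and without it 360 and 434 genes passed. With DESeq2's size factors and test, 5 and 11 genes had an adjusted p under 0.05, all higher in non-pregnant heifers.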

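By the same rule 29 genes were called in both comparisons, 25 higher and 4 lower in non-pregnant heifers, and the 26 genes of the paper were among them. All 4 lower genes are in the paper's list, whereas its discussion puts 24 of the 26 higher in non-pregnant heifers. Among 28 of them the log2 fold change ran from 1.71 to 4.23 for AI-preg and from 1.34 to 4.17 for NB-preg where the gene was higher in non-pregnant heifers, and from -3.01 to -1.72 and -3.39 to -1.51 where it was lower. The remaining gene, ENSBTAG00000052118, had at most 2 counts in any non-pregnant heifer, and was at least 3.83-fold higher in AI-preg (2.50-fold without heifer 120) and 3.97-fold higher in NB-preg heifers. Both comparisons share the non-pregnant libraries. In 8 simulations of pregnant groups without any change against shared non-pregnant libraries, 7 to 19 genes were called in both. Each gene was drawn on its own there, so genes that vary together were left out of account. Heifers 94, 107 and 113 were above every pregnant heifer in 24, 25 and 23 of the 25 genes, and heifers 101 and 115 in 2 and 5.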

Notably, 26 genes were common between both pregnant groups versus the non-pregnant group (Fig. 4B). Gene ontology and pathway analyses of differentially expressed genes between AI-preg and Non-pregnant heifers revealed significant enrichment for the terms “signal transduction” (*ARAP3*, *LSP1*, *NFAM1*, *OR12D2*, *RARA*; FDR < 0.05). 

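For RARA (ENSBTAG00000012500), the abundance was 34.5 ± 10.3 CPM (SD, n = 5) in non-pregnant and 14.3 ± 4.76 CPM (SD, n = 6) in AI-preg heifers, a log2 fold change of 1.27 (standard error 0.43, adjusted p = 0.780 from edgeR's quasi-likelihood test), and all 5 non-pregnant heifers were above the AI-preg mean. ARAP3 (ENSBTAG00000015938), LSP1 (ENSBTAG00000010447) and NFAM1 (ENSBTAG00000005018) had log2 fold changes of 2.46, 2.19 and 2.90, with standard errors of 0.88, 0.83 and 1.14 and the same adjusted p. For each of these 3 genes, 4 of the 5 non-pregnant heifers were above the AI-preg mean. The abundance of ARAP3 in AI-preg heifers was 13.1 ± 17.5 CPM (SD, n = 6), and without heifer 114 its log2 fold change was 3.50. With the neutrophil marker score as a covariate, the log2 fold change of NFAM1 was -0.61. OR12D2 (ENSBTAG00000040188) had at most 3 counts in any AI-preg library and 3.12 ± 3.45 CPM (SD, n = 5) in non-pregnant heifers, which is at least 30.5-fold higher, and 16.8-fold without heifer 115. Of the 15 genes that the paper names for this comparison and that could be identified, 14 had an adjusted p under 0.05 adjusted over the list alone and none over all genes tested. The study chose these genes on the same heifers, so the first count is not independent evidence.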

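Among genes that differed between NB-preg and non-pregnant heifers, IL5RA (ENSBTAG00000000273) had 21.7 ± 9.32 CPM (SD, n = 5) in non-pregnant and 6.28 ± 3.90 CPM (SD, n = 6) in NB-preg heifers. Its log2 fold change was 1.79 (standard error 0.52, adjusted p = 0.778 from edgeR's quasi-likelihood test), and all 5 non-pregnant heifers were above the NB-preg mean. With DESeq2 its adjusted p was 0.0280, and over its alternatives it ran from there to 1.00. IFNGR2 (ENSBTAG00000012899) had a log2 fold change of 1.82 (standard error 0.53), and an adjusted p of 0.0407 with DESeq2, where its alternatives ran up to 1.00. HRH2 (ENSBTAG00000044071), LTB (ENSBTAG00000020674) and TNFRSF1A (ENSBTAG00000004211) had log2 fold changes of 2.81, 2.69 and 2.47, and TIAM2 (ENSBTAG00000010047) of 3.38, which became 5.25 without heifer 116. That of LTB became 3.40 without heifer 108. In TNFRSF17 (ENSBTAG00000049285) the change was -2.11 (standard error 0.71), -1.47 without heifer 121 and -2.70 without heifer 101, and 5 of 5 non-pregnant heifers were under the NB-preg mean. ARAP3 and LSP1 changed by 2.57 and 2.34 in this comparison. All 15 genes identified among those the paper names for it had an adjusted p under 0.05 adjusted over the list alone, which the study drew from these heifers, and none over all genes tested. For TNFRSF1A, the neutrophil marker score as a covariate turned the log2 fold change to -0.24.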

When differentially expressed genes between NB-preg and non-pregnant heifers were analyzed, significant enrichment was determined for the terms “signal transduction” (*ARAP3*, *HRH2*, *LSP1*, *TIAM2*, *TNFRSF17*, *TNFRSF1A*; FDR = 0.062) and the KEGG Pathway “cytokine-cytokine receptor interaction” (*IFNGR2*, *IL5RA*, *LTB*, *TNFRSF17*, *TNFRSF1A*; FDR = 0.0045). Plasma miRNA profiles were very similar among samples from all pregnancy outcomes with the exception of miR-11995 that was more abundant in AI-preg versus non-pregnant heifers. These results indicate that quantitative differences exist in transcript abundance of protein-coding genes expressed in PWBC relative to the pregnancy outcome.

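For the 120 named miRNAs, edgeR's quasi-likelihood test gave no adjusted p under 0.05 in any of the 3 comparisons, with library size taken over these miRNAs. At an unadjusted p under 0.05 there were 5 miRNAs for AI-preg against non-pregnant, 1 for NB-preg against non-pregnant and 0 for AI-preg against NB-preg heifers. The lowest adjusted p-values were 0.832, 0.999 and 0.994. The paper's rule called 1 miRNA, 0 and 0. The called miRNA was miR-11995 (ENSBTAG00000052419), with at most 2 counts in any non-pregnant heifer. It had 2.44 ± 3.23 CPM (SD, n = 6) over all plasma genes in AI-preg heifers, and 3 of these 6 heifers had more than 3 counts. The AI-preg mean is at least 6.08-fold above what 3 counts would give in the non-pregnant libraries. Without heifer 120, with 9 counts at 8.41 CPM, it is at least 3.11-fold above. In NB-preg heifers miR-11995 had 0.949 ± 1.09 CPM (SD, n = 6).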

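Between AI-preg and NB-preg heifers, edgeR's quasi-likelihood test gave 0 PWBC genes with an adjusted p under 0.05 (lowest adjusted p = 1.00) and 16 at an unadjusted p under 0.05. The paper's rule called 2, OR12D2 and ENSBTAG00000049416. OR12D2 was at least 21.4-fold higher in NB-preg heifers (12.7-fold without heifer 111), of which 3 of 6 had more than 3 counts. ENSBTAG00000049416 had 2.60 ± 2.64 CPM (SD, n = 6) in NB-preg and 0.342 ± 0.341 CPM (SD, n = 6) in AI-preg heifers, a log2 fold change of 2.89 (standard error 1.19). Median log2 fold changes over all genes moved with the scaling, from -0.15 to 0.16 for AI-preg against non-pregnant heifers with DESeq2's size factors in place of library sizes. From the genes called in the comparisons with non-pregnant heifers, the paper concludes that transcript abundance in PWBCs differs in quantity with pregnancy outcome.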

**Figure 4:**
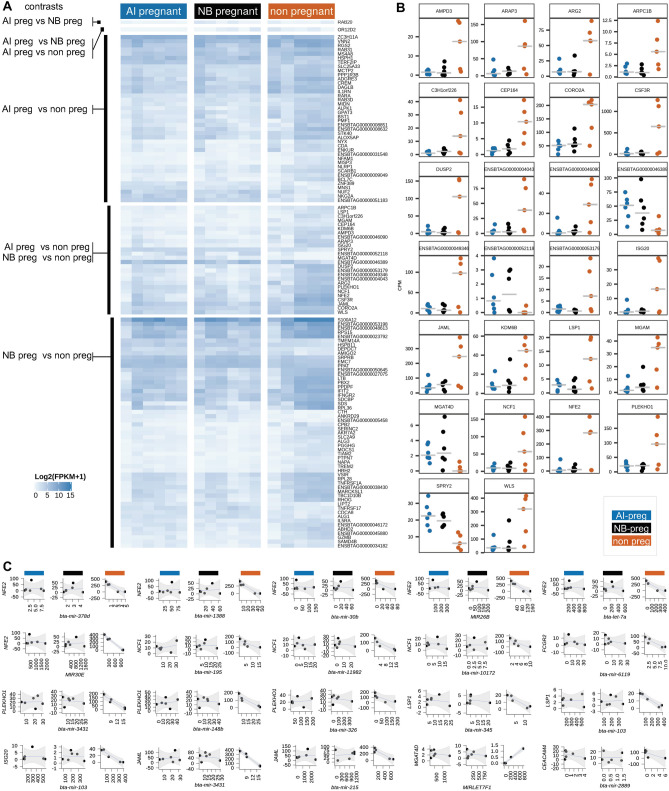
Differential coexpression among heifers of different reproductive outcome. (**A**) Heatmap depicting the expression levels of genes differentially expressed according to specific contrasts. (**B**) Transcript abundance in counts per million of the genes differentially expressed on both contrasts: AI-preg versus non-pregnant and NB-preg versus non-pregnant. (**C**) miRNA:mRNA pairs significantly coexpressed whose protein-coding genes are differentially expressed in PWBCs based on pregnancy outcome. All scatterplots present transcript abundance in Log2(counts per million).

Next, we asked if differential gene expression could be associated with differential miRNA:mRNA coexpression. An intersection of the results identified 12 differentially expressed genes (10 annotated genes) in non-pregnant heifers relative to the AI-preg and NB-preg groups that also gained coexpression with 27 miRNAs (Fig. 4C). 

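Of the 29 genes called in both comparisons, 5 were in gained miRNA:mRNA pairs, with 12 miRNA genes in 12 pairs, where bta-let-7a counts as 2 genes. They were NFE2, JAML, MGAT4D, ENSBTAG00000046389 and ENSBTAG00000053179. Over the 130 genes called in either comparison, 19 were in gained pairs. The 12 miRNA genes are from the 120 named, so pairs with other miRNAs of the study could not be seen.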

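NFE2 (ENSBTAG00000001562) had 194 ± 177 CPM (SD, n = 5) in non-pregnant, 19.1 ± 33.0 (SD, n = 6) in AI-preg and 16.4 ± 17.6 (SD, n = 6) in NB-preg heifers. Its log2 fold changes were 3.35 (standard error 1.22) and 3.57 (standard error 1.23), and became -0.52 and -1.34 with the neutrophil marker score as a covariate. Without heifer 114 the first was 5.07, and without heifer 103 the second was 4.28. With bta-let-7a (ENSBTAG00000029772) it had an r of -0.937 over the 5 non-pregnant heifers (exact permutation p = 0.0167), -0.0864 in AI-preg and 0.0811 in NB-preg heifers. The log2(CPM + 1) of NFE2 was 8.16, 8.12 and 8.63 in heifers 94, 107 and 113, and 2.81 and 2.96 in heifers 101 and 115. JAML (ENSBTAG00000023283) had log2 fold changes of 2.14 and 2.08, and an r of -0.906 with bta-mir-181c (ENSBTAG00000029839) in non-pregnant heifers. PLEKHO1 (ENSBTAG00000004852) changed by 2.02 and 2.30, and ISG20 (ENSBTAG00000014762) by 3.06, which became 4.43 without heifer 114, and 3.89. PLEKHO1 and bta-mir-148b (ENSBTAG00000029852) had an r of -0.936 in non-pregnant (exact permutation p = 0.0333) and 0.178 in NB-preg heifers, where the latter is over the limit of 0.1. LSP1 had an r of -0.878 with bta-mir-345 (ENSBTAG00000029887) and of -0.865 with MIR103A2 (ENSBTAG00000029793), short of the limit of -0.9. NCF1 (ENSBTAG00000003305), with log2 fold changes of 2.69 and 2.70, is in no gained pair here. CEACAM4 and FCGR2 have no identifier in the tables at hand and were not analysed here. All 5 gained pairs of genes higher in non-pregnant heifers were negative. Heifers 94, 107 and 113 were above every pregnant heifer in 24, 25 and 23 of the 25 higher genes. The shared sign is thus not separate evidence for each gene.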

Notably, all genes that had higher expression in non-pregnant heifers (*CEACAM4*, *FCGR2*, *ISG20*, *JAML*, *LSP1*, *NCF1*, *NFE2*, *PLEKHO1*) showed a gain in negative coexpression with specific miRNAs. By contrast *MGAT4D* was more lowly expressed in non-pregnant heifers, and gained a positive coexpression with a miRNA in non-pregnant heifers.

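MGAT4D (ENSBTAG00000034281) had a log2(CPM + 1) of 0.34 ± 0.51 (SD, n = 5) in non-pregnant and 1.70 ± 0.77 (SD, n = 12) in pregnant heifers. Its log2 fold changes were -3.01 (standard error 1.26) and -3.39 (standard error 1.28), and 5 of 5 non-pregnant heifers were under each pregnant mean. Without heifer 101 they were -4.41 and -4.80. Heifers 94, 107 and 113 had no count, so an r over the non-pregnant heifers rests on heifers 101 and 115. That r was 0.925 with MIRLET7F1 (ENSBTAG00000029935; exact permutation p = 0.05), and -0.0697 in AI-preg and 0.0474 in NB-preg heifers. The 7 gained pairs of the 2 genes lower in non-pregnant heifers were all positive. In plasma, ENSBTAG00000037264 took 82.6, 87.4 and 92.5% of the counts of heifers 94, 107 and 113. It took 73.1 and 63.4% in heifers 101 and 115. A larger share of that gene lowers the CPM of the others, so the signs may follow from this split of heifers and the scaling.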

### Assessment of transcript levels as predictors of pregnancy outcome

Motivated by the observations that several genes have their abundance altered in relation to the fertility potential pregnancy (Fig. 4A), we asked whether transcript abundances could serve as predictive features across datasets. We previously generated gene expression values for a similar dataset (GSE103628^38^), which also consisted of transcriptome data from PWBCs collected from heifers at the time of AI, and were classified according to their pregnancy outcome as AI-preg (n = 6) or non-pregnant (n = 6). This dataset was particularly fitting for this interrogation because the sampling occurred at the same site in the year prior. We combined the expression values of the previously produced dataset (year one) with those of the current dataset (year two) and contrasted the transcript abundance between heifers that were categorized as AI-preg versus non-pregnant accounting for the different years as a fixed effect in the model. This analysis identified 198 genes whose abundance were significantly different between the two experimental groups (AI-preg, non-pregnant, FDR < 0.03, Fig. 5A, Supplementary Table S13).

**Figure 5:**
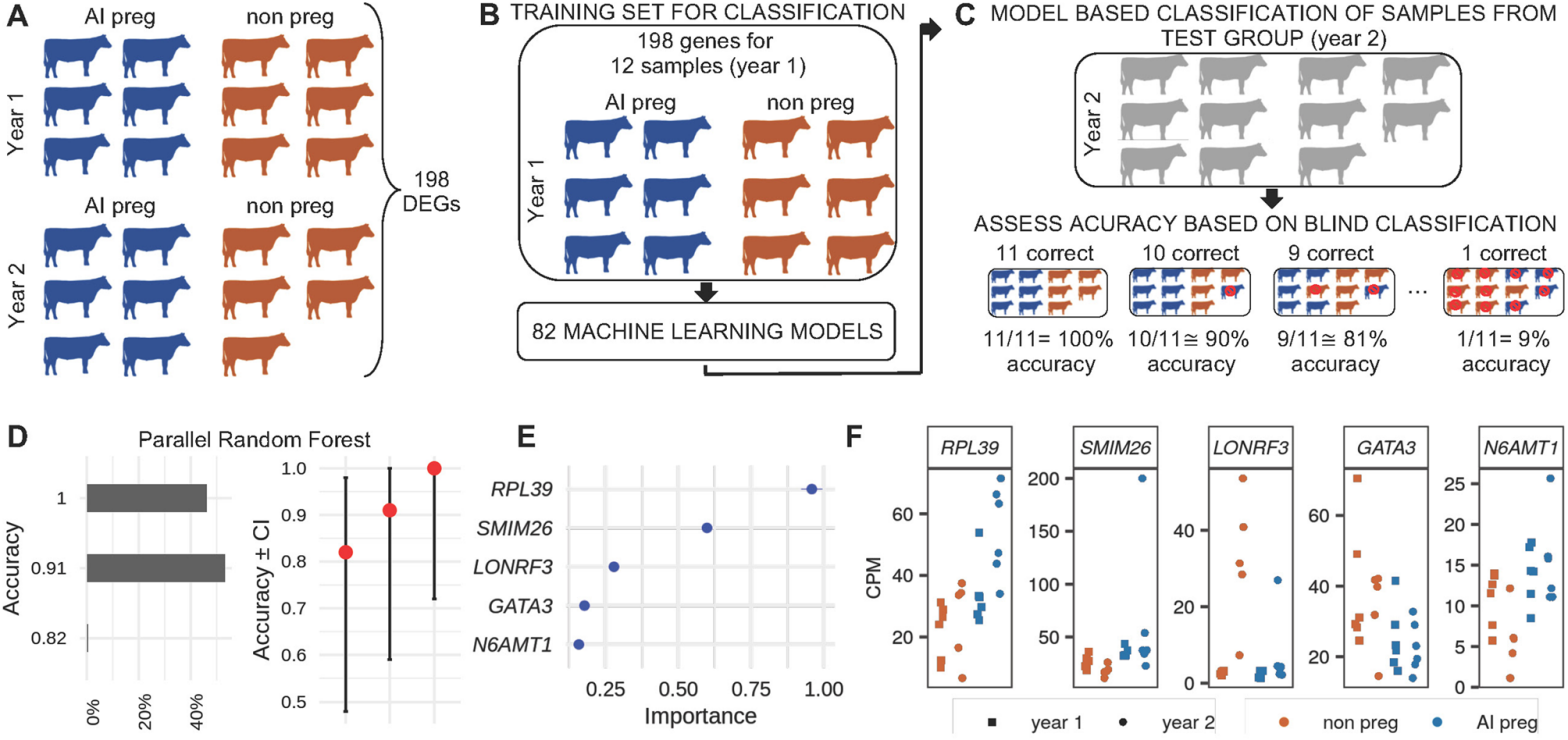
Prediction of pregnancy outcome based on mRNA levels and machine learning algorithms. (**A**) Representation of the contrast between gene expression levels of heifers classified as AI-preg and non-pregnant from two years, and the number of differentially expressed genes (DEGs). (**B**) Depiction of the training set used as input for the modeling of the transcriptome dataset by multiple machine learning algorithms. (**C**) Depiction of the data used as the test set for prediction of pregnancy outcome, and the representation of the calculation of accuracy. (**D**) Accuracy of blind pregnancy prediction based on the algorithm “parallel random forest” in 2000 trials. (**E**) Variable importance for the top five genes. (**F**) Transcript levels for the top five genes most informative for the machine learning algorithm to classify pregnancy outcome.

We used the transcript abundance values for these 198 genes obtained from samples collected in year one as input (training set) for machine learning algorithms to derive models of prediction to discriminate pregnancy outcome (AI-preg or non-pregnant, Fig. 5B). Next, we used the transcript abundance values for these 198 genes obtained from samples collected in year two as input to the algorithms for a blind classification of pregnancy outcome (AI-preg or non-pregnant, Fig. 5C). The accuracy of classifications was assessed based on the known pregnancy outcome, and parallelized random forest was the algorithm that produced the greatest proportion of correct classification of all 11 heifers tested (926 out of 2000 predictions, 46.3%), followed by 1062 out of 2000 predictions with correct classification for 10 out of 11 heifers (53.1%, Fig. 5D). Notably, the top five genes that showed the largest degree of importance for the classification were *RPL39*, *SMIM26*, *LONRF3*, *GATA3*, *N6AMT1* (Fig. 5E), of which, *RPL39*, *SMIM26*, *N6AMT1* were up-regulated and *LONRF3* and *GATA3* were down-regulated in AI-preg heifers relative to the non-pregnant group (Fig. 5F).

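In the heifers of the second year, SMIM26 (ENSBTAG00000051249) had 63.2 ± 65.9 CPM (SD, n = 6) in AI-preg and 17.8 ± 5.16 (SD, n = 5) in non-pregnant heifers. The log2 fold change of non-pregnant over AI-preg was -1.83 (standard error 0.58), and -1.04 without heifer 117. N6AMT1 (ENSBTAG00000001412) changed by -1.39 (standard error 0.54), with 5 of 5 non-pregnant heifers under the AI-preg mean. LONRF3 (ENSBTAG00000002615) changed by 2.14 (standard error 0.92; 3.24 without heifer 114) and GATA3 (ENSBTAG00000017243) by 0.58 (standard error 0.43), each with 4 of 5 non-pregnant heifers above the AI-preg mean. The adjusted p from edgeR's quasi-likelihood test was 0.781 for GATA3 and 0.780 for the other genes. RPL39 and the heifers of the first year were not analysed here.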

## Discussion

Here, we report a multilayered transcriptome analysis of transcripts from blood sampled on the day of AI. The main objective of our study was to understand gene regulatory networks^39^ occurring in PWBCs, and rewiring that can occur based on the heifers’ fertility potential. We focused on the day of artificial insemination because it is the last day prior to the fertilization, when the heifer has the first opportunity to become pregnant. We interrogated mRNA and miRNA abundance levels obtained from the same individuals using the coexpression framework, which is a valuable systems biology approach to gain insights into the biology of complex traits^39^. Furthermore, using machine learning^40^, we detected consistent altered gene transcript abundance associated with infertility across independent datasets. Collectively, our results provide important aspects of regulatory networks in PWBCs that shed light on the physiological status of an animal and its preparedness for becoming pregnant.

We must note that the empirical results reported in this study must be considered in light of some limitations. Here, we evaluated transcripts present in a subset of cells (white blood cells) in one tissue (blood). It is important to acknowledge that the data generated does not capture the totality of the complexity involving infertility, nor the multitude of factors influencing infertility. Furthermore, this is a snapshot of one day in the heifer’s life which we are using to make inferences on the first breeding season. Thus, the results presented here cannot be extrapolated to the consecutive breeding seasons in the heifer’s life. Finally, the sample size does not capture all the variability existent within cattle. Thus, we do not generalize the results beyond the scope of this research.

Similar to work reported in humans^41^, our gene network analysis focusing on mRNAs detected several protein-coding genes with strong coexpression in PWBCs. Interestingly, nearly all of the correlated expression inferred as statistically significant across all heifers (|r| > 0.98, FDR < 0.02) were positive. As expected^42^, in silico functional gene co-expression analysis indicated groups of genes that are linked to specific biological processes. A contrast of coexpressing pairs of genes between samples collected from non-pregnant heifers and the two groups of heifers that became pregnant displayed a large number of connections present in non-pregnant heifers that were not identified in either AI-preg or NB-preg heifers. Our strict criteria (|r| > 0.99, eFDR < 0.002) utilized to identify these altered connections indicate functional regulatory relationships between selected genes.

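With 6 AI-preg or 6 NB-preg heifers as the group that differed, an r has to pass the same limits over more heifers than with the 5 non-pregnant heifers. Each pregnant group was therefore also taken with 1 heifer left out, in each of the 6 ways. These sets of 5 AI-preg heifers gave 578 to 1435 pairs that differed, and the sets of 5 NB-preg heifers 554 to 1150. All 12 were under the number found with non-pregnant heifers. The sets of a group share most of their heifers, and each was set against groups of 6 and 5, not 6 and 6. Random groups of 5 gave as many pairs as the non-pregnant heifers in 41 of 100 splits. Shuffled values, without coexpression, gave 1537 to 1736 pairs, so these sets do not show that non-pregnant heifers differ. In each set gained pairs outnumbered lost pairs. The AI-preg set without heifer 119, with the most pairs, gained 729 negative and 567 positive pairs and lost 6 and 12.

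**Figure D2:**
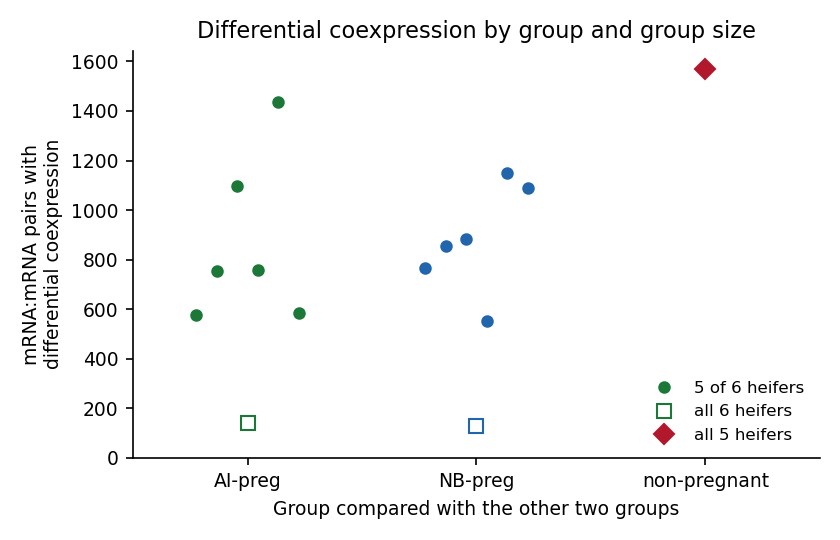
Number of mRNA:mRNA pairs with differential coexpression (vertical axis) when each group in turn is set against the others (horizontal axis). Filled circles are sets of 5 heifers of a pregnant group, open squares all 6 and the diamond the 5 non-pregnant heifers. The sets of 5 lie between 554 and 1435 pairs, and the sets of a group share most of their heifers.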

Surprisingly, a great majority of the altered connections between gene pairs present were gained in non-pregnant heifers, while there was minor loss of significant connections in non-pregnant heifers relative to the AI-preg and NB-preg groups. The enrichment for specific biological processes of genes that formed new negative connections was clear evidence of the biological relevance of these new connections. Notably, among genes annotated with proteolytic activity, *ADAM19*^43^, *ASRGL1*^44^, *ATG4B*^45^, *DPEP2*^46^, *IMMP2L*^47^, *PSMB9*^48^, *SERPINE2*^49^, *UCHL3*^50^, *USP42*^51^ have been implicated in female infertility. 

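The genes of this list had few connections gained in non-pregnant heifers. ASRGL1 (ENSBTAG00000006910), SERPINE2 (ENSBTAG00000008717), UCHL3 (ENSBTAG00000008024) and USP42 (ENSBTAG00000000725) each formed 1 gained negative pair, as each does in the paper's Supplementary Table S3. ATG4B (ENSBTAG00000015401), DPEP2 (ENSBTAG00000039426), IMMP2L (ENSBTAG00000004398) and PSMB9 (ENSBTAG00000008954) formed 0 at these limits. ADAM19 (ENSBTAG00000003836) formed no negative pair and 4 positive pairs. The abundance of ADAM19 was 23.2 ± 14.0 CPM (SD, n = 5) in non-pregnant and 6.01 ± 4.78 CPM (SD, n = 12) in pregnant heifers. PSMB9 had 49.8 ± 58.6 CPM (SD, n = 5) in non-pregnant and 31.6 ± 52.1 CPM (SD, n = 12) in pregnant heifers.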

A more drastic change in patterns of coexpression was observed with the inversion of gene connections (significant pairwise coexpression in one group with significant coexpression with opposite direction in another group). These gene circuits changing from activation to repression are explained by current models of incoherent feed-forward loops^52^. Cumulatively, the large occurrence of new connections and the inverted connections created in PWBCs exclusively in non-pregnant heifers indicate that gene regulation is altered as an adaptative response to a stimulus.

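Of the gained pairs, 121, or 7.81%, had an |r| under 0.9 in non-pregnant heifers without heifer 115, and at most 6 without any other heifer. With genes of a mean of at least 10 CPM there were 768 pairs, and with values from which the neutrophil marker score had been removed by regression 1076, of which 44 were among the same pairs. With every PWBC library thinned at random to the smallest total, a setting chosen after the data were seen, 1502 pairs differed in non-pregnant, 119 in AI-preg and 157 in NB-preg heifers, and 242 of the first were among the same pairs.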

Our profiling of small RNAs from plasma identified 263 annotated miRNAs, out of which 131 and 122 were previously identified in sera and circulating exosomes, respectively, among other cattle organs^53^. Only 38 annotated miRNAs were profiled in peripheral blood mononucleated cells in humans^54^, which demonstrates that our plasma samples were depleted of circulating white blood cells.

Immuno-related cells composing the PWBC population can uptake circulating small RNAs^55^. Although our data did not allow us to trace the origin of the tissue that produced the miRNAs, we detected 33 circulating miRNAs whose abundance are associated with the abundance of 106 protein-coding genes. As reported in humans^56^, we quantified positively and negatively correlated abundances between miRNA and protein-coding genes. Negative correlations mostly occur due to the targeting of mRNA by a specific miRNA. Indeed, we found several pairs of miRNA:mRNA negatively correlated that had been identified as interacting pairs that fit this model. By comparison, the positive coexpression between miRNA:mRNA pairs can be explained by a miRNA targeting an intermediate gene, which in turn is negatively associated with a third gene, thereby creating a positive correlation between a miRNA:mRNA pair (see Fig. 3 in reference^57^). In our results, we only identify examples of miRNA:mRNA pairs that follow the intermediate action of miRNAs when relaxing the stringent criteria for inference of significant coexpression. Regardless of the model of interaction, it was notable that many protein-coding genes that were coexpressed with miRNAs were enriched for specific biological processes, including “regulation of gene expression”. These results add further evidence to the growing body of literature suggesting that circulating miRNAs act as mediators of cellular function^58,59^.

We also tested whether circulating miRNA and PWBC mRNA pairs have differential coexpression relative to the pregnancy outcome. 

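In the miRNA:mRNA pairs, the class with the most pairs was gained positive in non-pregnant heifers, with 112 miRNAs, and gained negative pairs held 85. Sets of 5 AI-preg heifers in their place gave 363 to 897 pairs, and sets of 5 NB-preg heifers 774 to 1967, the most without heifer 93.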

Following the same trend observed for miRNA:mRNA coexpression in PWBCs, there were 1000-fold more miRNA:mRNA connections that were present in heifers that did not become pregnant compared to the loss in coexpression. Results from gene enrichment analysis support the notion that genes forming new miRNA:mRNA coexpression connections in non-pregnant heifers function in the immune system, although our data do not permit inferences on whether particular immune processes were more or less functional in non-pregnant heifers.

Critical aspects of female fertility are tied to an appropriate regulation of the immune system. Maternal immune tolerance to pregnancy starts with the exposure to proteins in the semen^60^, and is carried throughout placentation and pregnancy establishment^61^. Notably, 24 out of 26 differentially expressed genes between pregnant (AI-preg and NB-preg) and non-pregnant heifers showed greater abundance in non-pregnant heifers relative to the other two groups. (AI-preg and NB-preg). While we did not detect differential abundance of miRNAs relative to pregnancy outcome, the gain of coexpression between miRNAs and mRNAs from differentially expressed genes functionally linked with immunology is in line with regulatory roles that certain miRNAs exert on the immune system^62^. Specifically, bta-miR-30b^63^, bta-miR-148b, bta-miR-195^64^, bta-miR-326^65^, bta-miR-378d^66^, bta-miR-1388^63^, bta-miR-2889^66^, bta-miR-11982^67^ have been reported to be differentially expressed in pathogen infected cells or tissues relative to control counterparts. This result lead us to hypothesize that the heifers in the non-pregnant group have a heightened activity of specific cells or functions in the immune system relative to the heifers that became pregnant. It remains unclear, however, if this possible higher activity was stimulated by extrinsic factors or is within the naturally-occurring variation^68^.

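Of these miRNAs, bta-mir-148b and bta-mir-326 are among those named in the tables at hand, and the others were not analysed here. In non-pregnant heifers bta-mir-148b gained 4 negative and 10 positive pairs, and bta-mir-326 (ENSBTAG00000029833) gained 17 negative and 41 positive pairs. The abundance of bta-mir-326 was 60.4 ± 72.9 CPM (SD, n = 5) in non-pregnant, 76.0 ± 51.2 (SD, n = 6) in AI-preg and 90.2 ± 96.0 (SD, n = 6) in NB-preg heifers, a difference smaller than the spread between heifers. That of bta-mir-148b was 14.8 ± 8.17, 17.0 ± 12.0 and 14.0 ± 11.4 CPM in the same groups (SD, n = 5, 6 and 6).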

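Cell types of the immune system were scored as the mean of log2(CPM + 1) over marker genes written down before the data were examined, centred across heifers. For neutrophils 2 of 12 markers have a symbol here, CXCR2 (ENSBTAG00000038042) and TREM1 (ENSBTAG00000017593). Both symbols come from the paper's Supplementary Table S8, which lists pairs called on the same heifers, so the p-values of this score are not independent evidence. Their score was 2.26 higher in non-pregnant than in pregnant heifers (exact permutation test, two-sided p = 0.00533; adjusted over the 6 lists with a member, 0.0320). All 5 non-pregnant heifers were above the pregnant mean, with scores of 2.37, 2.72 and 3.23 in heifers 94, 107 and 113 and of 0.05 and -0.40 in heifers 101 and 115. CXCR2 had 53.0 ± 41.6 CPM (SD, n = 5) in non-pregnant and 11.0 ± 24.9 (SD, n = 12) in pregnant heifers, and TREM1 28.4 ± 23.3 (SD, n = 5) and 7.56 ± 4.80 (SD, n = 12). Scores of T cells (LCK) differed by 0.42 (exact p = 0.691) and of NK cells (NKG7) by -0.02 (exact p = 0.970), both within the spread between heifers. The T cell difference moved to -0.11 without heifer 94 and to 1.53 without heifer 115 (exact permutation p = 0.0824). That of NK cells moved to -0.47 and 0.59 in the same fits. With single non-pregnant heifers left out, the neutrophil difference stayed between 1.85 and 2.76, and its adjusted p was 0.0956, 0.0989 and 0.119 without heifers 94, 107 and 113 and 0.0231 and 0.0165 without heifers 101 and 115 (exact permutation tests). No marker of monocytes has a symbol in the tables at hand.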

The results of differential gene expression and differential coexpression fostered a hypothesis that transcript abundance in the PWBCs can be used as predictors of pregnancy outcome. We tested this hypothesis by applying machine learning algorithms on two groups of heifers that were bred in 2015 (year one) and 2016 (year two). Parallel random forest emerged as the algorithm with over 90% efficiency of classification nearly all trials executed, which confirms the potential of accurate classification of samples using RNA-seq data under the case–control framework^69,70^. The results show that while not one single gene emerges as a potential biomarker, the accumulated information of transcript abundance from multiple genes can be powerful for the identification of fertility potential in cattle.

Although we detected altered coexpression with high confidence, and in some instances, with significant enrichment of genes in specific gene ontology terms, the consequence of the differential coexpression on those biological functions remains undetermined. In addition, it remains unclear whether the altered patterns of gene expression profiles are connected to immune functions that are related to infertility^71^. The data analyzed here does not allow us to infer causality^72^, however our results converge to a strong indication that differences in gene expression profiles are associated^72^ with fertility in cattle.

In conclusion, analyses of mRNA from PWBCs and circulating extracellular miRNA by multiple approaches (differential gene expression, differential gene coexpression and machine learning classification) provided complementary evidence that gene expression profiles in the PWBCs are associated with the fertility potential in beef heifers. The overall difference detected in transcript abundance for specific genes is reproducible across samples and show promise for the development of molecular features indicating fertility potential in beef heifers. The analysis of transcriptome data is critical for the understanding of economically important complex traits^73^; and our findings show that transcript levels may be relevant for selection of animals more likely to contribute to a sustainable beef production system.

## Methods

All procedures with animals were approved by Institutional Animal and Care and Use Committee at Auburn University. All methods related to animal handling were performed in accordance with the guidelines stipulated by the Institutional Animal and Care and Use Committee at Auburn University and the Guide for the Care and Use of Laboratory Animals.

### Heifer classification according to pregnancy outcome

Crossbred heifers (n = 32, Angus-Simmental, *Bos taurus taurus*) were developed as replacement heifers^74,75^ at the Black Belt Research and Extension Center (Auburn University). All animals were exposed to the same vaccination protocol which included an injection of Ultraback 7 and Bovi-Shield Gold FP 5 L5 at approximately 6 months of age followed by a second injection of each product at approximately 9 months of age. A final injection of Bovi-Shield Gold FP 5 VL5 HB was administered to all heifers at approximately 12 months of age. Thirty-four days prior to AI, heifers were evaluated for reproductive tract score (scale of 1–5^76^) and body condition score (BCS; scale of 1–9^77^) for the assertion that morphological and physiological conditions were suitable for breeding. One animal was eliminated from the breeding herd at this time due to a reproductive tract score of 2. The remaining animals presented body condition score 6 and reproductive tract score 3 (n = 9), 4 (n = 14) or 5 (n = 8).

Thirty-one animals, 14 months of age on average, underwent estrous synchronization for fixed-time artificial insemination utilizing the 7-Day Co-Synch + CIDR protocol^78^. An experienced veterinarian inseminated all heifers with semen from one sire of proven fertility (Deer Valley All In, Select Sires). Fourteen days after insemination, heifers were exposed to two fertile bulls for natural breeding for 60 days. An experienced veterinarian performed pregnancy evaluation by transrectal palpation on days 69 and 120 post artificial insemination. Presence or absence of a conceptus, alongside morphological features indicating fetal age were used to classify heifers as pregnant to AI (AI-pregnant), pregnant to natural breeding (NB-pregnant), or non-pregnant. At the end of the breeding season, 16, nine and six heifers were classified as AI-pregnant, NB-pregnant or non-pregnant, respectively.

### Collection, processing and preservation of biological material

Immediately after AI, 10 ml of blood was drawn from the jugular vein into vacutainers containing 18 mg K2 EDTA (Becton, Dickinson and Company, Franklin, NJ). The tubes were inverted to prevent blood coagulation and immersed in ice for approximately 4 h. Plasma and buffy coat were separated by centrifugation for 10 min at 2000 × g at 4 °C. Plasma was removed (~ 1.5 ml) and centrifuged 10 min at 500 × g at 4 °C for further removal of cells. The plasma devoid of cells was then transferred to a new microcentrifuge tube and preserved at − 80 °C. The buffy coat was removed and deposited into 14 ml of red blood cell lysis solution (0.15 M ammonium chloride, 10 mM potassium bicarbonate, 0.1 mM EDTA, Cold Spring Harbor Protocols) for 10 min at room temperature (24–25 °C). After a centrifugation, 800 × g for 10 min, the solution was discarded and the pellet containing PWBCs was re-suspended in 200 μl of RNAlater (Lifetechnologies, Carlsbad, CA). PWBC samples were stored at − 80 °C.

### RNA extraction, library preparation, and RNA sequencing

Total RNA was isolated from PWBCs of 18 heifers [AI-pregnant (n = 6), NB-pregnant (n = 6), and non-pregnant (n = 6)] using TRIzol reagent (Invitrogen, Carlsbad, CA)^79,80^ following the manufacturer’s protocol. RNA yield was quantified using the Qubit RNA Broad Range Assay Kit (Eurogene, OR) on a Qubit Fluorometer, and integrity was assessed on an Agilent 2100 Bioanalyzer (Agilent, Santa Clara, CA) using an Agilent RNA 6000 Nano kit (Agilent, Santa Clara, CA). RNA was submitted for sequencing if RNA integrity number was > 7. Approximately 500 μg of total RNA was used as input for the TruSeq Stranded mRNA Library Prep kit (Illumina, Inc., San Diego, CA); and library preparation was carried out following manufacturer’s instructions. Libraries were quantified with the Qubit dsDNA High Sensitivity Assay Kit (Eurogene, OR); and quality was evaluated using the High Sensitivity DNA chip (Agilent, Santa Clara, CA) on an Agilent 2100 Bioanalyzer. Libraries were sequenced in a HiSeq2500 system at the Genomic Services Laboratory at HudsonAlpha, Huntsville, AL to generate 125nt long, pair-end reads.

Total RNA (circulating extracellular RNA) was isolated from 1 ml of plasma by adding 9 ml of TRIzol™ reagent and following manufacturer’s protocols through organic phase separation. The aqueous phase containing the RNA was then collected and purified with the RNA Clean and Concentrator-5 kit (ZymoResearch, Irvine, CA), according to manufacturer’s instructions. Total RNA yield was quantified in test samples using the Qubit RNA Broad Range Assay Kit averaging 21.4 ng, whereas samples prepared for sequencing were not quantified and all of the eluted RNA was directly used for library preparation.

Total RNA obtained from plasma was desiccated to a volume of 2.5 μl for library preparation with the TruSeq Small RNA Library Prep kit (Illumina, Inc., San Diego, CA) following manufacturer’s instructions, with the minor alteration that reagent volumes were halved in all reactions until reverse transcription was performed, as described elsewhere^81^. After PCR amplification, libraries were loaded onto a 10% polyacrylamide gel^82^ and electrophoresis was carried out for three hours at 100 V alongside a 25/100 bp mixed DNA ladder (Bioneer, Alameda, CA); and the custom DNA ladder included in the TruSeq Small RNA Library Prep kit. The gel was soaked in GelRed Nucleic Acid Gel Stain (Biotium, Inc., Fremont, CA) for DNA staining. DNA bands in the range of 145–160 base pairs were isolated from the gel by the crush-and-soak method^83^ with the following modifications. Gel fragments were placed into a 0.5 ml tube containing small holes at the bottom, mounted into a 2 ml tube. The tubes were centrifuged at 14,000xg for two minutes at room temperature. The crushed gel was soaked in 200 μl of water at 4 °C overnight, followed by removal of the solution containing the library to a new tube.

Concentration of each library was determined by Qubit dsDNA High Sensitivity Assay Kit, and the volume corresponding to 1.5 ng of each library was pooled for further purification with the DNA Clean and Concentrator-5 (ZymoResearch, Irvine, CA) following the manufacturer’s instructions. The pool was quantified with Qubit dsDNA High Sensitivity Assay Kit, and the DNA profile was evaluated using the High Sensitivity DNA chip on an Agilent 2100 Bioanalyzer. Libraries were sequenced in a NextSeq system at the Genomic Services Laboratory at HudsonAlpha, Huntsville, AL to generate 75nt long, single end reads.

Raw sequences and metadata are deposited in the Gene Expression Omnibus database (GSE146041).

### RNA sequencing data processing

Sequences were submitted to a custom build bioinformatics pipeline^84–86^. Reads were aligned to the bovine genome (ARS-UCD1.2 obtained from Ensembl^87^) using HISAT2^88^. Sequences aligning to multiple places on the genome, or with 5 or more mismatches, were filtered out. The sequences were then marked for duplicates, and non-duplicated pairs of reads (mRNA) or single reads (miRNA) were used for transcript quantification at the gene level. The fragments were counted against the Ensembl gene annotation^89^ (version 1.87) using featureCounts^90^. RNAseq data from one animal (non-pregnant) were removed from analysis due to low sequencing yield (613,765 reads).

### Filtering of lowly expressed genes

All analytical procedures were carried out in R software^91^. Supplementary code contains all scripts used for analytical procedures described below and the creation of the plots. This code and all original data can be obtained on figshare^92^.

Counts per million (CPM), and fragments per kilobase per million reads (FPKM) were calculated using “edgeR”^93^. In order to remove quantification uncertainty associated to lowly expressed genes and erroneous identification of differentially expressed genes^94,95^, we retained genes with at least 2 CPM for PWBC mRNA or at least 1 CPM for plasma miRNA in five or more samples for downstream analyses. Further analytical procedures were carried out with genes annotated as “protein-coding” and “miRNA” for the PWBC RNA-sequencing and plasma small RNA-sequencing, respectively.

### Pair-wise gene coexpression and differential coexpression for protein-coding genes

First, we calculated pair-wise Pearson’s correlation coefficient (*r*)^96,97^ for all 17 animals sampled. Significance of the correlations was assessed using the “TestCor” package based on the empirical statistical test and the large-scale correlation test with normal approximation^98^ for the calculation of the false discovery rate (FDR). Further biological interpretation of results was performed on pairs of genes if abs(r) > 0.98, which corresponded to a nominal *P* ≤ 1.2 × 10^–16^ and FDR < 0.02.

Next, we calculated within group pair-wise Pearson’s correlation coefficient (*r*) for each group: AI-pregnant, NB-pregnant, and non-pregnant. We interpreted a differential correlation as biologically meaningful based on the following scenarios, assuming that groups 1 and 2 can be assigned arbitrarily: inverted correlation, if $$\left|{r}_{group 1}-{r}_{group 2}\right|>1.95$$; gained correlation in group 1 and lost correlation in group 2, if $$\left|{r}_{group 1}\right|>0.99$$ and $$-0.1<{r}_{group 2}<0.1$$.

Significance was estimated by the eFDR approach^85,99,100^. We resampled (5000 randomizations) the labels of pregnancy outcome and calculated *r* for each pair of genes in the scrambled data set (*r*_*scramble*_). The eFDR was obtained based on the proportion of the *r*_*scramble*_ greater than a specified *r* (i.e.: for r = 0.99, eFDR < 0.002, Supplementary Fig. S1), relative to the total number of correlations calculated using the formulas described elsewhere^85,99,100^.

### mRNA–miRNA coexpression and differential coexpression

We calculated Pearson’s correlation (*r*)^96,97^ values between miRNA and mRNA genes for all 17 samples. Significance was estimated by the eFDR approach^85,99,100^ by shuffling (5000 randomizations) the animal identification on mRNA dataset, thus breaking the common source of both RNA types (Supplementary Fig. S2).

Pearson’s correlation (r) values were calculated for mRNA-miRNA transcript pairs within groups: AI-pregnant, NB-pregnant, and non-pregnant heifers. We interpreted a differential correlation as biologically meaningful based on the following scenarios $$\left|{r}_{group 1}\right|>0.99$$ and $$-0.1<{r}_{group 2}<0.1$$. Significance was assessed by the eFDR approach (Supplementary Fig. S3). We further interrogated the data for experimentally validated miRNA–mRNA interactions obtained from miRWalk database (version 3)^101,102^.

### Differential expression of mRNA and miRNA

Differences of transcript levels between groups based on the pregnancy outcome were determined from fragment counts using “edgeR”^93^ and “DESeq2”^103^. For each comparison, a gene was initially inferred as differentially expressed if the nominal *P* value was ≤ 0.03 in both “edgeR” and “DESeq2” analyses. This nominal *P* value corresponded to eFDR ≤ 0.05 (Supplementary Fig. S4), as calculated according to the procedure and formulas outlined elsewhere^85,99,100^ using 10,000 randomizations of sample reshuffling. Genes inferred as differentially expressed based on *P* values were further selected through “leave-one-out” cross validation^104,105^. Only genes whose significance were maintained after all rounds of sampling were further considered for biological interpretation.

### Testing for enrichment of gene ontology terms and KEGG pathways

Differentially expressed genes and genes that displayed differential coexpression among heifers of AI-pregnant, NB-pregnant, and non-pregnant classifications were analyzed for enrichment of Gene Ontology^106^ categories and KEGG Pathways^107^. In all tests, the background gene list consisted of all genes detected as expressed in our dataset^108^. The GO annotations and transcript lengths were obtained from BioMart^109^ and KEGG annotation was obtained from the “org.Bt.eg.db” package. We used “GoSeq” package^110^ to estimate significance of category enrichment using the sampling method^110^. We utilized FDR for multiple testing under dependency^111^, and inferred statistical significance of GO terms and KEGG pathways if FDR < 0.10.

### Assessment of predictive potential of gene expression levels by machine learning algorithms

We focused the mRNA sequencing data from AI-pregnant and non-pregnant heifers from this report and data we collected from the same site on the previous year and published elsewhere^38,86^. The raw sequences from the previous dataset were realigned, and data were treated as described above.

To remove the genes not informative to the machine learning algorithm, we identified differentially expressed genes between the two groups (AI-pregnant and non-pregnant). We used the same procedures and standards aforementioned with the exception that we added year as a fixed effect into the model. There were 198 genes differentially expressed between these two groups (AI-preg and non-pregnant). We performed a variance stabilizing transformation on the counts for these 198 genes, and the transformed data were used as input.

For the machine learning approach, we used the expression data for the 198 DEGs from year one (2015) as a training set and the data for the same group of genes from year two (2016) as a test set. Initially we processed the training set for the development of models and assessed the prediction accuracy for 86 classification algorithms (Supplementary Fig. S5). Accuracy was determined by the number of samples correctly classified divided by the number of samples tested (n = 11). Six models that showed prediction accuracy ≥ 0.9 (classified correctly at least 10 samples, accuracy *P* value ≤ 0.01, Supplementary Fig. S5), were further subjected to 2000 predictions with different initial ‘seed’ numbers.

## Ethics of research with animals

All procedures with animals were approved by Institutional Animal and Care and Use Committee at Auburn University. All methods related to animal handling were performed in accordance with the guidelines stipulated by the Institutional Animal and Care and Use Committee at Auburn University and the Guide for the Care and Use of Laboratory Animals.

## Supplementary information

Supplementary Table S1.

Supplementary Table S2.

Supplementary Table S3.

Supplementary Table S4.

Supplementary Table S5.

Supplementary Table S6.

Supplementary Table S7.

Supplementary Table S8.

Supplementary Table S9.

Supplementary Table S10.

Supplementary Table S11.

Supplementary Table S12.

Supplementary Table S13.

Supplementary information.

Supplementary Figures.

## Data Availability

All raw sequencing files and raw read counts produced in this work are deposited in the National Center for Biotechnology Information under the Gene Expression Omnibus database, accession: GSE146041. All the intermediate data and results produced from raw files can be reproduced based on the codes available on Supplementary Code.

# Supplementary material for: Rewiring of gene expression in circulating white blood cells is associated with pregnancy outcome in heifers (Bos taurus)
**Source:** Sci Rep. 2020 Oct 8;10:16786. doi: 10.1038/s41598-020-73694-w
**Supplement:** Supplementary file 14 — Supplementary information.

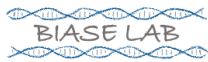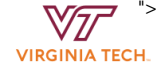

# Rewiring of gene expression in circulating white blood cells is associated with pregnancy outcome in heifers (Bos taurus)

Sarah E. Moorey, Bailey N. Walker, Michelle F. Elmore, Joshua B. Elmore, Soren P. Rodning and Fernando H. Biase

June 2020

- 
- 
- Script to count the features according to Ensembl annotation
  - mRNA
  - small RNA
- Script to create the matrix with the counts for all samples
  - mRNA
  - small RNA
- Data Overview
  - Figures 1b,c
- Differential mRNA:mRNA coexpression associated with pregnancy outcome
  - Supplementary Table 1, data used for Figure 1a
  - Supplementary Table 2
  - Supplementary Fig. 1a,b
  - Figures 1b,c
  - Supplementary Table 4
  - Figure 1d
  - Supplementary Table 5
- Differential miRNA:mRNA coexpression associated with pregnancy outcome
  - Supplementary table 6
  - Supplementary Fig. 2
  - Supplementary Table 7
  - Figure 3a
  - Figure 3b
  - Supplementary Fig. 3
  - Supplementary Table 8
  - Figure 3c
  - Supplementary Table 9
  - Supplementary Table 10
- Differential gene expression associated with pregnancy outcome
  - AI Pregnant vs non pregnant
    - Results from edgeR
    - Results from edgeR both years
    - Results from DESeq
    - Results from DESeq from both years
  - Supplementary Fig. 4
  - Supplementary table 11
- DEG Analysis for mRNA
  - AI Pregnant vs Pregnant to Natural Service
    - Results from edgeR
    - Results from DESeq
- DEG Analysis for mRNA
  - Pregnant to Natural Service vs non pregnant
    - Results from edgeR
    - Results from DESeq
  - Supplementary table 12
  - Figure 4a
  - Figure 4b
  - Figure 4c
- DEG Analysis for miRNA
  - Pregnant to Artificial Insemination vs non pregnant
    - Results from edgeR
    - Results from DESeq
  - AI Pregnant vs Pregnant to Natural Service
    - Results from edgeR
    - Results from DESeq
  - Pregnant to Natural Service vs non pregnant

- Results from edgeR
- Results from DESeq
- Assessment of transcript levels as predictors of pregnancy outcome
  - Supplementary Fig. 5
  - Figure 5d
  - Figure 5e
  - Figure 5f

This file was created to permit reproducibility of the findings described in the paper. Please direct questions to Fernando Biase:

**fbias** at **vt.edu**

The raw data is deposited on GEO repository under the following access GSE146041

(<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE146041>). For the reproduction of this code please download the R binary file containing all the objects corresponding to the data used in this work: resource\_data\_2019\_06\_28.RData ([https://github.com/Bias-Lab/heifer\\_transcriptome/blob/master/resources/resource\\_data\\_2019\\_06\\_28.RData](https://github.com/Bias-Lab/heifer_transcriptome/blob/master/resources/resource_data_2019_06_28.RData))

```
library("DESeq2", lib.loc="/usr/lib/R/site-library")
library("edgeR", lib.loc="/usr/lib/R/site-library")
library("statmod", lib.loc="/usr/lib/R/site-library")
library("ggplot2", lib.loc="/usr/lib/R/site-library")
library("ggrepel", lib.loc="/usr/lib/R/site-library")
library("biomaRt", lib.loc="/usr/lib/R/site-library")
library("goseq", lib.loc="/usr/lib/R/site-library")
library("WGCNA", lib.loc="/usr/lib/R/site-library")
library("reshape2", lib.loc="/usr/lib/R/site-library")
library("bigmemory", lib.loc="/usr/lib/R/site-library")
library("doParallel", lib.loc="/usr/lib/R/site-library")
library("gtools", lib.loc="/usr/lib/R/site-library")
library("org.Bt.eg.db", lib.loc="/usr/lib/R/site-library")
library("DT", lib.loc="/usr/lib/R/site-library")
library("Rtsne", lib.loc="/usr/lib/R/site-library")
library("ggpubr", lib.loc="/usr/lib/R/site-library")
library("grid", lib.loc="/usr/lib/R/site-library")
library("gridExtra", lib.loc="/usr/lib/R/site-library")
library("flashClust", lib.loc="/usr/lib/R/site-library")
library("parallelDist", lib.loc="/usr/lib/R/site-library")
library("ComplexHeatmap", lib.loc="/usr/lib/R/site-library")
library("circlize", lib.loc="/usr/lib/R/site-library")
library("caret", lib.loc="/usr/lib/R/site-library")
library("caretEnsemble", lib.loc="/usr/lib/R/site-library")
library("foreach", lib.loc="/usr/lib/R/site-library")
library("TestCor", lib.loc="/usr/lib/R/site-library")
library("scales", lib.loc="/usr/lib/R/site-library")
library("stringi", lib.loc="/usr/lib/R/site-library")
library("networkD3", lib.loc="/usr/lib/R/site-library")

#source("multiplot.R") #from Cookbook for R Multiple graphs on one page
#(http://www.cookbook-r.com/Graphs/Multiple_graphs_on_one_page_%28ggplot2%29/)
```

## Script to count the features according to Ensembl annotation

### mRNA

Code used to produce the counts for mRNA data for each animal. Note that this was executed outside R as a bash command on the terminal.

```
#!/bin/bash
for folder in /data/auburn/heifer_pregnancy/proj_2018/align_genome/SL*; do
#input files
gff_file=/home/fernando/genomes/Bos_taurus.ARS-UCD1.2.95.gtf
alignment=$folder/Aligned.out.merged.filtered.sorted.bam
#output files
sample=$(echo $folder | awk '{n=split($0,a,"/");print a[7]}')
output=/data/auburn/heifer_pregnancy/proj_2018/count_mRNA/$sample.count
/home/fernando/bioinfo/subread-1.6.2-Linux-x86_64/bin/featureCounts -s2 -a $gff_file -o $output -F 'GTF' -t 'exon'
n' -g 'gene_id' --ignoreDup -p -T 10 $alignment
done;
```

## small RNA

Code used to produce the counts for small RNA data for each animal. Note that this was executed outside R as a bash command on the terminal.

```
#!/bin/bash
for folder in /data/auburn/heifer_pregnancy/proj_2018/alignment_small_rna_a/heifer*; do
#input files
gff_file=/home/fernando/genomes/Bos_taurus.ARS-UCD1.2.95.gtf
alignment=$folder/aligned.sorted.bam
#output files
sample=$(echo $folder | awk '{n=split($0,a,"/");print a[7]}')
output=/data/auburn/heifer_pregnancy/proj_2018/count_small_rna_ensembl/$sample.count
/home/fernando/bioinfo/subread-1.6.2-Linux-x86_64/bin/featureCounts -a $gff_file -o $output -F 'GTF' -t 'exon' -g
'gene_id' --ignoreDup -T 10 $alignment
done;
```

## Script to create the matrix with the counts for all samples

### mRNA

Code used to produce the matrix containing all the counts for mRNA data.

```
setwd("/data/auburn/heifer_pregnancy/proj_2018/count_mRNA")
files<-list.files(".", recursive=T, pattern=".count" )
files<-files[grepl("summary", files, invert = TRUE)]
files<-files[grepl("featurecount", files, invert = TRUE)]
#create the count data
count<-data.frame()
count_pwbc<-data.frame(matrix(nrow=27570))
for (n in 1:length(files)) {
count<-read.delim(files[n], header =TRUE, sep = "\t", stringsAsFactors = FALSE,comment.char = "#")
count<-count[,c(1,7)]
count_pwbc<-cbind(count_pwbc,count)
}

dim(count_pwbc) #27570
rownames(count_pwbc)<-count_pwbc[,2]
count_pwbc<-count_pwbc[,c(3,5,7,9,11,13,15,17,19,21,23,25,27,29,31,33,35,37)]
colnames(count_pwbc)<-substr(colnames(count_pwbc), 55,62)
dim(count_pwbc) #27570
head(count_pwbc)

#write.table(count_pwbc,file="/home/fernando/auburn/heifer_pregnancy/proj_2018/analysis/resources/2019_05_02_unfi
ltered_count_pwbc.txt", sep = "\t",append = FALSE, quote = FALSE, row.names = TRUE)
```

Code used to produce the matrix containing all the counts for mRNA data produced in 2017. Original data can be obtained from GSE103628 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE103628>)

```

setwd("/data/auburn/heifer_pregnancy/proj_2018/count_mRNA_proj2017")
files<-list.files(".", recursive=T, pattern=".count" )
files<-files[grepl("summary", files, invert = TRUE)]
files<-files[grepl("featurecount", files, invert = TRUE)]
#create the count data
count<-data.frame()
count_pwbc_2017<-data.frame(matrix(nrow=27570))
for (n in 1:length(files)) {
  count<-read.delim(files[n], header =TRUE, sep = "\t", stringsAsFactors = FALSE,comment.char = "#")
  count<-count[,c(1,7)]
  count_pwbc_2017<-cbind(count_pwbc_2017,count)
}

dim(count_pwbc_2017) #27570
rownames(count_pwbc_2017)<-count_pwbc_2017[,2]
count_pwbc_2017<-count_pwbc_2017[,c(3,5,7,9,11,13,15,17,19,21,23,25,27,29,31,33,35,37,39,41,43,45,47,49)]
colnames(count_pwbc_2017)<-substr(colnames(count_pwbc_2017),74,81)
dim(count_pwbc_2017) #27570
head(count_pwbc_2017)

#write.table(count_pwbc_2017,file="/home/fernando/auburn/heifer_pregnancy/proj_2018/analysis/resources/2019_05_02_unfiltered_count_pwbc_2017.txt", sep = "\t",append = FALSE, quote = FALSE, row.names = TRUE)

```

```

setwd("/data/auburn/heifer_pregnancy/proj_2018/count_mRNA_proj2017")
files<-list.files(".", recursive=T, pattern=".count" )
files<-files[grepl("summary", files, invert = TRUE)]
files<-files[grepl("featurecount", files, invert = TRUE)]
#create the count data
count<-data.frame()
count_pwbc_2017<-data.frame(matrix(nrow=27570))
for (n in 1:length(files)) {
  count<-read.delim(files[n], header =TRUE, sep = "\t", stringsAsFactors = FALSE,comment.char = "#")
  count<-count[,c(1,7)]
  count_pwbc_2017<-cbind(count_pwbc_2017,count)
}

dim(count_pwbc_2017) #27570
rownames(count_pwbc_2017)<-count_pwbc_2017[,2]
count_pwbc_2017<-count_pwbc_2017[,c(3,5,7,9,11,13,15,17,19,21,23,25,27,29,31,33,35,37,39,41,43,45,47,49)]
colnames(count_pwbc_2017)<-substr(colnames(count_pwbc_2017),74,81)
dim(count_pwbc_2017) #27570
head(count_pwbc_2017)

#write.table(count_pwbc_2017,file="/home/fernando/auburn/heifer_pregnancy/proj_2018/analysis/resources/2019_05_02_unfiltered_count_pwbc_2017.txt", sep = "\t",append = FALSE, quote = FALSE, row.names = TRUE)

```

## small RNA

Code used to produce the matrix containing all the counts for miRNA data.

```

setwd("/data/auburn/heifer_pregnancy/proj_2018/count_small_rna_ensembl")
files<-list.files(".", recursive=T, pattern=".count" )
files<-files[grepl("summary", files, invert = TRUE)]
files<-files[grepl("featurecount", files, invert = TRUE)]
#create the count data
count<-data.frame()
count_miRNA_plasma<-data.frame(matrix(nrow=27570))
for (n in 1:length(files)) {
  count<-read.delim(files[n], header =TRUE, sep = "\t", stringsAsFactors = FALSE,comment.char = "#")
  count<-count[,c(1,7)]
  count_miRNA_plasma<-cbind(count_miRNA_plasma,count)
}

dim(count_miRNA_plasma) #27570
rownames(count_miRNA_plasma)<-count_miRNA_plasma[,2]
count_miRNA_plasma<-count_miRNA_plasma[,c(3,5,7,9,11,13,15,17,19,21,23,25,27,29,31,33,35,37)]
colnames(count_miRNA_plasma)<-substr(colnames(count_miRNA_plasma), 64,73)
dim(count_miRNA_plasma) #27570
head(count_miRNA_plasma)

#write.table(count_miRNA_plasma,file="/home/fernando/auburn/heifer_pregnancy/proj_2018/analysis/resources/2019_05_02_unfiltered_count_miRNA_plasma.txt", sep = "\t",append = FALSE, quote = FALSE, row.names = TRUE)

```

Code to generate objects with annotation. Executed and the files saved on February 05 2019.

```
cow<-useMart("ensembl", dataset = "btaurus_gene_ensembl")
annotation.ensembl.symbol<-getBM(attributes = c('ensembl_gene_id', 'external_gene_name','description','hgnc_symbol','gene_biotype','transcript_length'), values = "*", mart = cow)
annotation.ensembl.symbol<-getBM(attributes = c('ensembl_gene_id','external_gene_name','description','hgnc_symbol','gene_biotype','transcript_length'), values = "*", mart = cow)
annotation.ensembl.symbol<-annotation.ensembl.symbol[order(annotation.ensembl.symbol$ensembl_gene_id, -annotation.ensembl.symbol$transcript_length),]
annotation.ensembl.symbol<-annotation.ensembl.symbol[!duplicated(annotation.ensembl.symbol$ensembl_gene_id),]
annotation.GO.biomart<-getBM(attributes = c('ensembl_gene_id', 'external_gene_name','go_id','name_1006','namespace_1003'), values = "*", mart = cow)
```

Set the working directories according to your path structure.

```
rm(list=ls())
sourcefile_path<-"mnt/storage/auburn/heifer_pregnancy/proj_2018/analysis/resources"
result_path<-"mnt/storage/auburn/heifer_pregnancy/proj_2018/analysis/results"
```

Create the .RData with all the data needed

```
count_miRNA_plasma<-read.delim(paste(sourcefile_path, "2019_05_02_unfiltered_count_miRNA_plasma.txt.bz2", sep="/"), stringsAsFactors=FALSE)
count_pwbc<-read.delim(paste(sourcefile_path, "2019_05_02_unfiltered_count_pwbc.txt.bz2", sep="/"), stringsAsFactors=FALSE)
count_pwbc_2017<-read.delim(paste(sourcefile_path, "2019_05_02_unfiltered_count_pwbc_2017.txt.bz2", sep="/"), stringsAsFactors=FALSE)

gene.length<-read.delim(paste(sourcefile_path, "gene_length.txt.bz2", sep="/"), stringsAsFactors=FALSE)
annotation.ensembl.symbol<-read.delim(paste(sourcefile_path, "2019_02_05_annotation_cow.txt.bz2", sep="/"), stringsAsFactors=FALSE)
annotation.GO.biomart<-read.delim(paste(sourcefile_path, "2019_02_05_annotation_GO_cow.txt.bz2", sep="/"), stringsAsFactors=FALSE)

bta_miRWalk_CDS<-read.delim(paste(sourcefile_path, "bta_miRWalk_CDS.txt.bz2", sep="/"), stringsAsFactors=FALSE)
bta_miRWalk_3UTR<-read.delim(paste(sourcefile_path, "bta_miRWalk_3UTR.txt.bz2", sep="/"), stringsAsFactors=FALSE)
bta_miRWalk_5UTR<-read.delim(paste(sourcefile_path, "bta_miRWalk_5UTR.txt.bz2", sep="/"), stringsAsFactors=FALSE)
gc()
#save(count_miRNA_plasma, count_pwbc, count_pwbc_2017, gene.length, annotation.ensembl.symbol, annotation.GO.biomart, bta_miRWalk_CDS, bta_miRWalk_3UTR, bta_miRWalk_5UTR, file=paste(sourcefile_path, "resource_data_2019_06_28.RData", sep="/"), compress="bzip2")
```

Load the files needed for analyses.

```
load( file=paste(sourcefile_path,"resource_data_2019_06_28.RData", sep="/"), verbose =TRUE)
```

```
## Loading objects:
## count_miRNA_plasma
## count_pwbc
## count_pwbc_2017
## gene.length
## annotation.ensembl.symbol
## annotation.GO.biomart
## bta_miRWalk_CDS
## bta_miRWalk_3UTR
## bta_miRWalk_5UTR
```

```
source(paste(sourcefile_path,"multiplot.R", sep="/"))
```

Filtering of the mRNA dataset.

```
#Filter to remove the library with extremely low read counts
count_pwbc<-count_pwbc[, -3]
#Filter to remove lowly expressed genes
keep<-rowSums( cpm(count_pwbc) >= 2 ) >= 5
count_pwbc<-count_pwbc[keep,]

#Filter to retain only protein coding genes
count_pwbc<-merge(count_pwbc,annotation.ensembl.symbol, by.x="row.names", by.y="ensembl_gene_id", all=FALSE)
count_pwbc<-count_pwbc[ which(count_pwbc$gene_biotype=='protein_coding'), ]
rownames(count_pwbc)<-count_pwbc$Row.names
count_pwbc<-count_pwbc[, c(10,4,16,18,8,5,9,15,11,2,6,12,3,13,14,7,17)]
colnames(count_pwbc) <- c("AI_92", "AI_99", "AI_114", "AI_117", "AI_119", "AI_120", "NB_93", "NB_103", "NB_108", "NB_111", "NB_116", "NB_121", "NP_94", "NP_101", "NP_107", "NP_113", "NP_115")
```

```
#Filter 2017 data to remove lowly expressed genes
count_pwbc_2017<-count_pwbc_2017[,c(13,14,15,16,17,18,19,20,21,22,23,24)]
keep<-rowSums( cpm(count_pwbc_2017) >= 2 ) >= 6
count_pwbc_2017<-count_pwbc_2017[keep,]
dim(count_pwbc_2017) #10602
```

```
## [1] 10602    12
```

```
#Filter 2017 data to retain only protein coding genes
count_pwbc_2017<-merge(count_pwbc_2017,annotation.ensembl.symbol, by.x="row.names", by.y="ensembl_gene_id", all=FALSE)
count_pwbc_2017<-count_pwbc_2017[ which(count_pwbc_2017$gene_biotype=='protein_coding'), ]
rownames(count_pwbc_2017)<-count_pwbc_2017[,1]
count_pwbc_2017<-count_pwbc_2017[,c(2:13)]
colnames(count_pwbc_2017) <- c("AI_63", "NP_59", "NP_61", "NP_53", "AI_62", "AI_49", "AI_42", "AI_55", "NP_39", "AI_36", "NP_64", "NP_58")
```

```
merged_datasets<-merge(count_pwbc,count_pwbc_2017, by="row.names", all=FALSE)
rownames(merged_datasets)<-merged_datasets[,1]
merged_datasets<-merged_datasets[,2:30]
```

Calculate counts per million reads and fragments per kilobase per million reads.

```
gene_length<-subset(gene.length, Geneid %in% rownames(count_pwbc))
gene_length<-gene_length[order(gene_length$Geneid),]
count_pwbc<-count_pwbc[order(rownames(count_pwbc)),]
table(rownames(count_pwbc)==gene_length$Geneid) #all True
```

```
##
## TRUE
## 10496
```

```
cpm_pwbc<-cpm(count_pwbc,normalized.lib.sizes = TRUE,log = FALSE)
rpkm_pwbc<-rpkm(count_pwbc, gene.length = gene_length$Length, normalized.lib.sizes = TRUE,log = FALSE)

rpkm_AIpreg<-rpkm_pwbc[,c(1,2,3,4,5,6)]
#dim(rpkm_AIpreg) #10496 X 6
#head(rpkm_AIpreg)
rpkm_NBpreg<-rpkm_pwbc[,c(7,8,9,10,11,12)]
#dim(rpkm_NBpreg) #10496 X 6
#head(rpkm_NBpreg)
rpkm_NOTpreg<-rpkm_pwbc[,c(13,14,15,16,17)]
#dim(rpkm_NOTpreg) #10496 X 5
#head(rpkm_NOTpreg)

cpm_AIpreg<-cpm_pwbc[,c(1,2,3,4,5,6)]
cpm_NBpreg<-cpm_pwbc[,c(7,8,9,10,11,12)]
cpm_NOTpreg<-cpm_pwbc[,c(13,14,15,16,17)]
```

```
#for merged dataset
gene_length_merged<-subset(gene.length, Geneid %in% rownames(merged_datasets))
gene_length_merged<-gene_length_merged[order(gene_length_merged$Geneid),]
merged_datasets<-merged_datasets[order(rownames(merged_datasets)),]
table(rownames(merged_datasets)==gene_length_merged$Geneid) #all True
```

```
##
## TRUE
## 9960
```

```
cpm_merged_datasets<-cpm(merged_datasets,normalized.lib.sizes = TRUE,log = FALSE)
rpkm_merged_datasets<-rpkm(merged_datasets, gene.length = gene_length_merged$Length, normalized.lib.sizes = TRUE,
log = FALSE)

rpkm_AIpreg_merged<-rpkm_merged_datasets[,c(1,2,3,4,5,6,18,22,23,24,25,27)]
#dim(rpkm_AIpreg_merged) #9960 X 6
#head(rpkm_AIpreg_merged)

rpkm_NOTpreg_merged<-rpkm_merged_datasets[,c(13,14,15,16,17,19,20,21,26,28,29)]
#dim(rpkm_NOTpreg_merged) #9960 X 5
#head(rpkm_NOTpreg_merged)
```

Filtering of the miRNA dataset.

```
#Filter to remove the library with extremely low read counts
count_miRNA_plasma<-count_miRNA_plasma[,-17]
#Filter to remove data with low read counts
keep<-rowSums( cpm(count_miRNA_plasma) > 1 ) >= 5
count_miRNA_plasma<-count_miRNA_plasma[keep,]
dim(count_miRNA_plasma) #1086
```

```
## [1] 1086 17
```

```
#Fiter to retain only microRNAs
count_miRNA_plasma<-merge(count_miRNA_plasma,annotation.ensembl.symbol, by.x="row.names", by.y="ensembl_gene_id",
all=FALSE)
count_miRNA_plasma<-count_miRNA_plasma[ which(count_miRNA_plasma$gene_biotype=='miRNA'), ]
rownames(count_miRNA_plasma)<-count_miRNA_plasma$Row.names
count_miRNA_plasma<-count_miRNA_plasma[,c(15,18,8,11,12,13,16,3,5,6,10,14,17,2,4,7,9)]
names(count_miRNA_plasma) <- c("AI_92", "AI_99", "AI_114", "AI_117", "AI_119", "AI_120", "NB_93", "NB_103", "NB_108", "NB_111", "NB_116", "NB_121", "NP_94", "NP_101", "NP_107", "NP_113", "NP_115")
```

Calculate counts per million reads and fragments per kilobase per million reads.

```
gene_length_miRNA<-subset(gene.length, Geneid %in% rownames(count_miRNA_plasma))
gene_length_miRNA<-gene_length_miRNA[order(gene_length_miRNA$Geneid),]
count_miRNA_plasma<-count_miRNA_plasma[order(rownames(count_miRNA_plasma)),]
table(rownames(count_miRNA_plasma)==gene_length_miRNA$Geneid) #all TRUE
```

```
##
## TRUE
## 290
```

```
cpm_miRNA<-cpm(count_miRNA_plasma,normalized.lib.sizes = TRUE,log = FALSE)
rpkm_miRNA<-rpkm(count_miRNA_plasma, gene.length = gene_length_miRNA$Length, normalized.lib.sizes = TRUE,log = FALSE)

#write.table(cpm_miRNA,file="/mnt/storage/auburn/heifer_pregnancy/proj_2018/analysis/results/2020_02_17_filtered_count_miRNA_plasma.txt", sep = "\t",append = FALSE, quote = FALSE, row.names = TRUE)

rpkm_AIpreg_miRNA<-rpkm_miRNA[,c(1,2,3,4,5,6)]
rpkm_NBpreg_miRNA<-rpkm_miRNA[,c(7,8,9,10,11,12)]
rpkm_NOTpreg_miRNA<-rpkm_miRNA[,c(13,14,15,16,17)]

cpm_AIpreg_miRNA<-cpm_miRNA[,c(1,2,3,4,5,6)]
cpm_NBpreg_miRNA<-cpm_miRNA[,c(7,8,9,10,11,12)]
cpm_NOTpreg_miRNA<-cpm_miRNA[,c(13,14,15,16,17)]
```

## Data Overview

### Figures 1b,c

```
data.for.tsne.mRNA<-t(log2(rpkm_pwbc+1))
data.for.tsne.miRNA<-t(log2(rpkm_miRNA+1))
set.seed(9434)
tsne_mRNA <- Rtsne(data.for.tsne.mRNA, dims = 2, theta = 0, perplexity=2, verbose=FALSE, max_iter = 500000)
tsne_miRNA <- Rtsne(data.for.tsne.miRNA, dims = 2, theta = 0, perplexity=2, verbose=FALSE, max_iter = 500000)
```

```

group<-factor(c("Preg_AI", "Preg_AI", "Preg_AI", "Preg_AI", "Preg_AI", "Preg_AI", "Preg_NB", "Preg_NB", "Preg_NB", "Preg_NB", "Preg_NB", "Preg_NB", "Not_Preg", "Not_Preg", "Not_Preg", "Not_Preg", "Not_Preg", "Not_Preg"), levels=c("Preg_AI", "Preg_NB", "Not_Preg"))

TSNE_mRNA<-data.frame("DIM1"=tsne_mRNA$Y[,1], "DIM2"=tsne_mRNA$Y[,2], "group"=group )
TSNE_miRNA<-data.frame("DIM1"=tsne_miRNA$Y[,1], "DIM2"=tsne_miRNA$Y[,2], "group"=group )

plot1<-ggplot(data=TSNE_mRNA, aes(x=DIM1,y=DIM2) ) +
  geom_point(aes(colour = factor(group)), size=3 , alpha =0.8 ) +
  scale_color_manual(values= c("#0072B2", "#000000", "#D55E00"), labels=c("AI-preg", "NB-preg", "non preg") ,name=NULL) +
  scale_y_continuous(name="t-SNE dim 2")+
  scale_x_continuous(name="t-SNE dim 1")+
  ggtitle("10496 protein coding genes")+
  theme_bw(base_size = 11)+
  theme(aspect.ratio =1,
        axis.text=element_blank(),
        legend.position = "none",
        plot.title = element_text(lineheight=.8, hjust=0.5, vjust=-1,size= 11),
        plot.margin = unit(c(0,0.2,0,0),"cm")
  )

plot2<-ggplot(data=TSNE_miRNA, aes(x=DIM1,y=DIM2) ) +
  geom_point(aes(colour = factor(group)), size=3 , alpha =0.8 ) +
  scale_color_manual(values= c("#0072B2", "#000000", "#D55E00"), labels=c("AI-preg", "NB-preg", "not-preg") ,name=NULL) +
  scale_y_continuous(name="t-SNE dim 2")+
  scale_x_continuous(name="t-SNE dim 1")+
  ggtitle("290 miRNAs")+
  theme_bw(base_size = 11)+
  theme(aspect.ratio =1,
        axis.text=element_blank(),
        legend.position = "none",
        plot.title = element_text(lineheight=.8, hjust=0.5,vjust=-1, size= 11),
        plot.margin = unit(c(0,0,0,0.2),"cm")
  )

leg <- get_legend(
  ggplot(data=TSNE_miRNA, aes(x=DIM1,y=DIM2) ) +
  geom_point(aes(colour = factor(group)), size=3 , alpha =0.8 ) +
  scale_color_manual(values= c("#0072B2", "#000000", "#D55E00"), labels=c("AI-preg", "NB-preg", "non preg") ,name=NULL) +
  theme_bw(base_size = 12)+
  theme(legend.position = "top",legend.direction="horizontal"))

#font_size 12 for figure
#pdf(paste(result_path, "/2019_06_29_tsne_plots.pdf", sep=""), width=4.5, height=3.2)
#grid.arrange(plot1,plot2, as_ggplot(leg), layout_matrix=rbind(c(1:2),3), heights=unit(c(3,2), c("in", "mm")))
#dev.off()
grid.arrange(plot1,plot2, as_ggplot(leg), layout_matrix=rbind(c(1:2),3), heights=unit(c(3,2), c("in", "mm")))

```

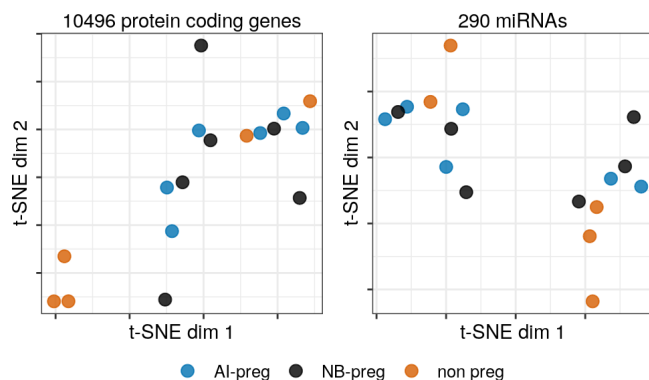

```
rm(plot1,plot2, leg, TSNE_miRNA, TSNE_mRNA, data.for.tsne.mRNA, data.for.tsne.miRNA, tsne_mRNA, tsne_miRNA)
```

# Differential mRNA:mRNA coexpression associated with pregnancy outcome

## Supplementary Table 1, data used for Figure 1a

Create correlation matrices for all animals.

```
correlation_all_animals<-corAndPvalue(t(log2(rpkm_pwbc+1)),method="pearson", use="pairwise.complete.obs")
correlation_all_animals_a<-melt(correlation_all_animals$cor)
correlation_all_animals_a$pvalue<-melt(correlation_all_animals$p)$value
rm(correlation_all_animals)
correlation_all_animals_a<-correlation_all_animals_a[(correlation_all_animals_a$Var1 == correlation_all_animals_a$Var2),]
correlation_all_animals_a<-correlation_all_animals_a[!duplicated(t(apply(correlation_all_animals_a[,c(1:2)], 1, sort))),]

correlation_sig_fdr0.02<-ApplyFdrCor(t(log2(rpkm_pwbc+1)), alpha=0.02, stat_test="empirical", method="LCTnorm", vect=TRUE)

correlation_all_animals_a$eFDR0.02<-correlation_sig_fdr0.02

correlation_all_animals_b<-correlation_all_animals_a[abs(correlation_all_animals_a$value) > 0.98,]

correlation_all_animals_b$gene_1<-annotation.ensembl.symbol$external_gene_name[match( correlation_all_animals_b$Var1, annotation.ensembl.symbol$ensembl_gene_id )]
correlation_all_animals_b$gene_2<-annotation.ensembl.symbol$external_gene_name[match( correlation_all_animals_b$Var2, annotation.ensembl.symbol$ensembl_gene_id )]
correlation_all_animals_b$Var1<-as.character(correlation_all_animals_b$Var1)
correlation_all_animals_b$Var2<-as.character(correlation_all_animals_b$Var2)

correlation_all_animals_b$gene_1<-ifelse(correlation_all_animals_b$gene_1=="", correlation_all_animals_b$Var1,correlation_all_animals_b$gene_1)
correlation_all_animals_b$gene_2<-ifelse(correlation_all_animals_b$gene_2=="", correlation_all_animals_b$Var2,correlation_all_animals_b$gene_2)
#write.table(correlation_all_animals_b, file= paste(result_path,"/2020_01_16_gene_coexpression_all_animals_b.txt", sep=""), append = FALSE, quote = FALSE, sep = "\t" ,row.names = FALSE)
knitr::kable(head(correlation_all_animals_b), caption = "First five rows of Supplementary table 1",format = 'pandoc')
```

First five rows of Supplementary table 1

## Supplementary Table 2

Test biological processes for enrichment with genes that are highly correlated in PWBCs in all heifers.

```
all_genes<-data.frame( gene=rownames(count_pwbc), stringsAsFactors=FALSE )
rownames(all_genes)<-all_genes$gene

N_expressed_genes<-length(all_genes$gene)

annotation.genelength.biomart_vector<-gene_length[,2]
names(annotation.genelength.biomart_vector)<-gene_length[,1]

annotation.GO.BP.biomart<-annotation.GO.biomart[annotation.GO.biomart$namespace_1003=="biological_process", c(1,3
)]
annotation.GO.BP.biomart<-annotation.GO.BP.biomart[annotation.GO.BP.biomart$ensembl_gene_id %in% rownames(all_gen
es),]
annotation.GO.MF.biomart<-annotation.GO.biomart[annotation.GO.biomart$namespace_1003=="molecular_function", c(1,3
)]
annotation.GO.MF.biomart<-annotation.GO.MF.biomart[annotation.GO.MF.biomart$ensembl_gene_id %in% rownames(all_gen
es),]
```

```
test.genes<-data.frame(a=unique(c(as.character(correlation_all_animals_b$Var1),as.character(correlation_all_anima
ls_b$Var2))), stringsAsFactors=FALSE)
all_genes_numeric<-as.integer(all_genes$gene %in%test.genes$a)
names(all_genes_numeric)<-all_genes$gene

N_DEGs<-length(test.genes$a)

set.seed(9830)
pwf<-nullp(all_genes_numeric, bias.data=annotation.genelength.biomart_vector, plot.fit=FALSE )
GO_BP_Cats_mRNA_all_heifers<-goseq(pwf, gene2cat=annotation.GO.BP.biomart, method="Sampling", repcnt = 7000, use_
genes_without_cat=FALSE)
GO_BP_Cats_mRNA_all_heifers<-GO_BP_Cats_mRNA_all_heifers[GO_BP_Cats_mRNA_all_heifers$numDEInCat>4,]
GO_BP_Cats_mRNA_all_heifers$BY_FDR<-p.adjust(GO_BP_Cats_mRNA_all_heifers$over_represented_pvalue, method="fdr")
GO_BP_Cats_mRNA_all_heifers<-GO_BP_Cats_mRNA_all_heifers[with(GO_BP_Cats_mRNA_all_heifers, order(BY_FDR,over_repr
esented_pvalue, -numDEInCat)), ]
#head(GO_BP_Cats_mRNA_all_heifers, n=20)

GO_BP_Cats_mRNA_all_heifers$fold_enrichment<-(GO_BP_Cats_mRNA_all_heifers$numDEInCat/N_DEGs)/(GO_BP_Cats_mRNA_all
_heifers$numInCat/N_expressed_genes)
annotation.GO.BP.biomart_testgenes<-annotation.GO.BP.biomart[annotation.GO.BP.biomart$ensembl_gene_id %in% test.g
enes$a, ]
GO_BP_Cats_mRNA_all_heifers<-merge(GO_BP_Cats_mRNA_all_heifers,annotation.GO.BP.biomart_testgenes, by.x="categor
y", by.y="go_id", all.x=TRUE, all.y=FALSE)
GO_BP_Cats_mRNA_all_heifers<-merge(GO_BP_Cats_mRNA_all_heifers, annotation.ensembl.symbol, by.x="ensembl_gene_id"
, by.y="ensembl_gene_id", all=FALSE, all.x=TRUE, all.y=FALSE)
GO_BP_Cats_mRNA_all_heifers<-GO_BP_Cats_mRNA_all_heifers[with(GO_BP_Cats_mRNA_all_heifers, order(BY_FDR,term)), ]
GO_BP_Cats_mRNA_all_heifers<-GO_BP_Cats_mRNA_all_heifers[GO_BP_Cats_mRNA_all_heifers$BY_FDR<0.2,]

#write.table(GO_BP_Cats_mRNA_all_heifers, file= paste(result_path,"2019_11_10_GO_BP_Cats_mRNA_cor_above98_all_hei
fers.txt", sep="/"), append = FALSE, quote = FALSE, sep = "\t", row.names = FALSE)
rm( correlation_all_animals_a)
```

```
knitr::kable(head(GO_BP_Cats_mRNA_all_heifers), caption = "First five rows of Supplementary Table 2")
```

First five rows of Supplementary Table 2

Create correlation matrices for AI pregnant, NB pregnant and non pregnant animals.

```
correlation_AIpreg<-corAndPvalue(t(log2(rpkm_AIpreg+1)),method="pearson", use="pairwise.complete.obs")
correlation_AIpreg_a<-melt(correlation_AIpreg$cor)
correlation_AIpreg_a$pvalue<-melt(correlation_AIpreg$p)$value
rm(correlation_AIpreg)

correlation_preg_NB<-corAndPvalue(t(log2(rpkm_NBpreg+1)),method="pearson", use="pairwise.complete.obs")
correlation_preg_NB_a<-melt(correlation_preg_NB$cor)
correlation_preg_NB_a$pvalue<-melt(correlation_preg_NB$p)$value
rm(correlation_preg_NB)

correlation_NOTpreg<-corAndPvalue(t(log2(rpkm_NOTpreg+1)),method="pearson", use="pairwise.complete.obs")
correlation_NOTpreg_a<-melt(correlation_NOTpreg$cor)
correlation_NOTpreg_a$pvalue<-melt(correlation_NOTpreg$p)$value
rm(correlation_NOTpreg)
```

Merge the correlation matrices

```
pearson_correlation<-cbind(correlation_AIpreg_a, correlation_preg_NB_a, correlation_NOTpreg_a)
pearson_correlation<-pearson_correlation[,c(1:4,7,8,11,12)]
colnames(pearson_correlation)<-c('gene_1', 'gene_2', 'cor_AI', 'pvalue_AI', 'cor_NB', 'pvalue_NB', 'cor_NP', 'pvalue_NP')
#head(pearson_correlation)

pearson_correlation<-pearson_correlation[!(pearson_correlation$gene_1 == pearson_correlation$gene_2),]
dim(pearson_correlation) # 110155520
```

```
## [1] 110155520      8
```

```
pearson_correlation<-pearson_correlation[!duplicated(t(apply(pearson_correlation[,c(1:2)], 1, sort))),]
dim(pearson_correlation) # 55077760
```

```
## [1] 55077760      8
```

## Supplementary Fig. 1a,b

Calculate the empirical false discovery rate for co-expression and differential coexpression.

```

permutation_matrix<-matrix(,nrow=200100,ncol=17)
#head(permutation_matrix)
#dim(permutation_matrix)

for (i in seq(1:200100)){
  sampling <- sample(1:17,17, replace = FALSE)
  if ( ! identical(sampling , c(1:17))){
    permutation_matrix[i,]<-sample(1:17,17, replace = FALSE)
  }
}

permutation_matrix<-permutation_matrix[!duplicated(permutation_matrix),]
dim(permutation_matrix)
head(permutation_matrix)

permutation_matrix<-permutation_matrix[sample(1:dim(permutation_matrix)[1], 5000),]
rand<-dim(permutation_matrix)[1]

#diff.coexp<-seq(0.005, 0.05, 0.005)
diff.coexp<-seq(1.6, 2, 0.05)

results <- filebacked.big.matrix(length(diff.coexp),rand, type="double", init=0, separated=FALSE,
                                backingfile="incidence_matrix.bin",
                                descriptor="incidence_matrix.desc")
mdesc_result<- describe(results)

cl <- makeCluster(10)
registerDoParallel(cl)

results[,]<-foreach(i = diff.coexp, .combine='rbind',.packages=c("reshape2","bigmemory"), .inorder=TRUE, .verbose
=TRUE ) %:%
  foreach(j = 1:rand, .combine='cbind',.packages=c("reshape2","bigmemory"), .inorder=FALSE, .verbose=TR
UE ) %dopar% {

    rpkm_pwbc_scramble<-log2(rpkm_pwbc[,permutation_matrix[j,]] +1)
    cor_1<-(cor(t(rpkm_pwbc_scramble[,1:6])))
    cor_2<-(cor(t(rpkm_pwbc_scramble[,7:11])))
    length(which(abs(cor_1-cor_2) > i))/2
  }
stopCluster(cl)

total.rand <- 5000 * 55077760

qvalue<-data.frame(diff_correlation = diff.coexp,
                   e.pvalue= (rowSums(results[,])+1)/(total.rand+1),
                   e.pvalue.round= round((rowSums(results[,])+1)/(total.rand+1) ,6))

write.table(qvalue, file= paste(result_path,"/2019_06_26_gene_coexpression_inverted_empiricalFDR.txt", sep=""), a
ppend = FALSE, quote = FALSE, sep = "\t" ,row.names = FALSE)

rm(results)
system("rm incidence_matrix.bin")
system("rm incidence_matrix.desc")

coexp<-seq(0.9, 1, 0.01)

results <- filebacked.big.matrix(length(coexp),rand, type="double", init=0, separated=FALSE,
                                backingfile="incidence_matrix.bin",
                                descriptor="incidence_matrix.desc")
mdesc_result<- describe(results)

cl <- makeCluster(10)
registerDoParallel(cl)

results[,]<-foreach(i = coexp, .combine='rbind',.packages=c("reshape2","bigmemory"), .inorder=TRUE, .verbose=TRUE
) %:%
  foreach(j = 1:rand, .combine='cbind',.packages=c("reshape2","bigmemory"), .inorder=FALSE, .verbose=TR
UE ) %dopar% {

    rpkm_pwbc_scramble<-log2(rpkm_pwbc[,permutation_matrix[j,]] +1)
    cor_1<-(cor(t(rpkm_pwbc_scramble[,1:6])))
    length(which(abs(cor_1) > i))/2
  }
stopCluster(cl)

total.rand <- 5000 * 55077760

qvalue<-data.frame(correlation = coexp,
                   e.pvalue= (rowSums(results[,])+1)/(total.rand+1),
                   e.pvalue.round= round((rowSums(results[,])+1)/(total.rand+1) ,6))

#write.table(qvalue, file= paste(result_path,"/2019_06_27_gene_coexpression_empiricalFDR.txt", sep=""), append =

```

```

FALSE, quote = FALSE, sep = "\t" ,row.names = FALSE)

rm(results)
system("rm incidence_matrix.bin")
system("rm incidence_matrix.desc")
rm(permutation_matrix)

eFDR_coexpression<-read.delim(paste(result_path,"/2019_06_27_gene_coexpression_empiricalFDR.txt", sep=""), row.names=NULL,header =TRUE, stringsAsFactors =FALSE)
eFDR_coexpression_inverted<-read.delim(paste(result_path,"/2019_06_26_gene_coexpression_inverted_empiricalFDR.txt", sep=""), row.names=NULL,header =TRUE, stringsAsFactors =FALSE)

font_size<-9

plot1<-ggplot()+
  geom_point(data=eFDR_coexpression, aes(x=correlation , y=e.pvalue.round),color="black", size=3, shape=16)+
  geom_line(data=eFDR_coexpression, aes(x=correlation , y=e.pvalue.round),color="black", size=0.1,linetype=3)+
  scale_y_continuous(name="empirical FDR", limits = c(0, 0.1), breaks=seq(0,0.1, 0.005))+
  scale_x_continuous(name="correlation (r)", limits = c(0.9, 1), breaks=seq(0.9,1, 0.01))+
  ggtitle("Gene coexpression within a group of heifers \n of same reproductive outcome")+
  theme_bw()+
  theme(panel.grid= element_blank(),
        panel.background = element_blank(),
        panel.grid.minor = element_blank(),
        panel.grid.major = element_line(color="lightgray"),
        plot.background = element_blank(),
        axis.title=element_text(color="black", size=font_size),
        axis.text=element_text(color="black", size=font_size),
        panel.spacing = unit(c(0.4,0.4,0.4,0.4),"cm"),
        plot.margin = unit(c(0.5,0.5,0.5,0.5),"cm"),
        legend.position="none",
        plot.title = element_text(lineheight=.8, hjust=0.5, size= font_size))

plot2<-ggplot()+
  geom_point(data=eFDR_coexpression_inverted, aes(x=diff_correlation , y=e.pvalue.round),color="black", size=3, shape=16)+
  geom_line(data=eFDR_coexpression_inverted, aes(x=diff_correlation , y=e.pvalue.round),color="black", size=0.1,linetype=3)+
  scale_y_continuous(name="empirical FDR", limits = c(0, 0.01), breaks=seq(0,0.01, 0.001))+
  scale_x_continuous(name="absolute difference between correlation values", limits = c(1.5, 2), breaks=seq(1.5, 2, 0.05))+
  ggtitle("Inverted gene coexpression \n between groups of heifers")+
  theme_bw()+
  theme(panel.grid= element_blank(),
        panel.background = element_blank(),
        panel.grid.minor = element_blank(),
        panel.grid.major = element_line(color="lightgray"),
        plot.background = element_blank(),
        axis.title=element_text(color="black", size=font_size),
        axis.text=element_text(color="black", size=font_size),
        panel.spacing = unit(c(0.4,0.4,0.4,0.4),"cm"),
        plot.margin = unit(c(0.5,0.5,0.5,0.5),"cm"),
        legend.position="none",
        plot.title = element_text(lineheight=.8, hjust=0.5 , size= font_size ))

#font_size 12 for figure
#pdf(paste(result_path,"2019_11_10_eFDR_plots.pdf", sep="/"), width=10, height=5)
#grid.arrange(plot1,plot2, ncol = 2)
#dev.off()

grid.arrange(plot1,plot2, ncol = 2)

```

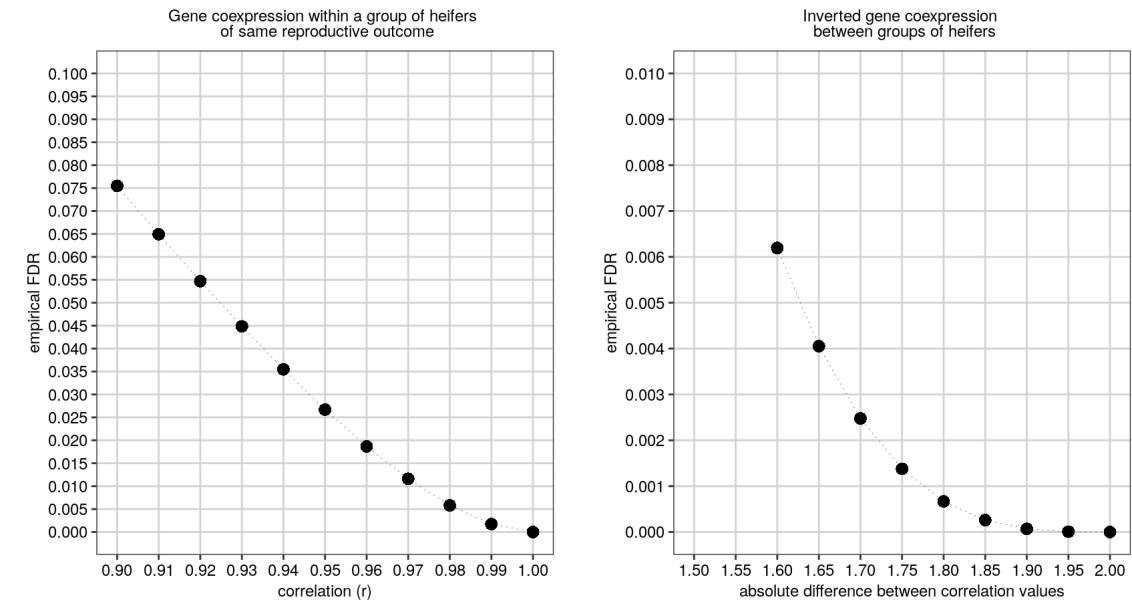

Perform calculations to determine differential coexpression.

```

pearson_correlation$subtraction_cor_AI_cor_NP<-pearson_correlation$cor_AI - pearson_correlation$cor_NP
pearson_correlation$subtraction_cor_NB_cor_NP<-pearson_correlation$cor_NB - pearson_correlation$cor_NP
pearson_correlation$subtraction_cor_AI_cor_NB<-pearson_correlation$cor_AI - pearson_correlation$cor_NB

pearson_correlation$result_cor_AI_cor_NP<-ifelse(abs(pearson_correlation$subtraction_cor_AI_cor_NP) > 1.95 , "inverted",
                                                ifelse(abs(pearson_correlation$cor_AI) >0.99 & (pearson_correlation$cor_NP > -0.1 & pearson_correlation$cor_NP < 0.1) , "loss",
                                                ifelse( (pearson_correlation$cor_AI > -0.1 & pearson_correlation$cor_AI < 0.1) & abs(pearson_correlation$cor_NP) >0.99, "gain" , "nothing"))))

pearson_correlation$result_cor_NB_cor_NP<-ifelse(abs(pearson_correlation$subtraction_cor_NB_cor_NP) > 1.95 , "inverted",
                                                ifelse(abs(pearson_correlation$cor_NB) >0.99 & (pearson_correlation$cor_NP > -0.1 & pearson_correlation$cor_NP < 0.1) , "loss",
                                                ifelse( (pearson_correlation$cor_NB > -0.1 & pearson_correlation$cor_NB < 0.1) & abs(pearson_correlation$cor_NP) >0.99, "gain" , "nothing"))))

pearson_correlation$result_cor_AI_cor_NB<-ifelse(abs(pearson_correlation$subtraction_cor_AI_cor_NB) > 1.95 , "inverted",
                                                ifelse(abs(pearson_correlation$cor_AI) >0.99 & (pearson_correlation$cor_NB > -0.1 & pearson_correlation$cor_NB < 0.1) , "loss",
                                                ifelse( (pearson_correlation$cor_AI > -0.1 & pearson_correlation$cor_AI < 0.1) & abs(pearson_correlation$cor_NB) >0.99, "gain" , "nothing"))))

pearson_correlation$result_cor_AI_and_NB_cor_NP<-ifelse( (abs(pearson_correlation$subtraction_cor_AI_cor_NP) + abs(pearson_correlation$subtraction_cor_NB_cor_NP)) / 2 > 1.9 , "inverted",
                                                ifelse( (abs(pearson_correlation$cor_AI) >0.99 & abs(pearson_correlation$cor_NB) >0.99) & (pearson_correlation$cor_NP > -0.1 & pearson_correlation$cor_NP < 0.1) , "loss",
                                                ifelse( (pearson_correlation$cor_AI > -0.1 & pearson_correlation$cor_AI < 0.1 & pearson_correlation$cor_NB > -0.1 & pearson_correlation$cor_NB < 0.1 ) & abs(pearson_correlation$cor_NP) > 0.99, "gain" , "nothing"))))

pearson_correlation$result_cor_AI_and_NB_cor_NP_a<-ifelse( (abs(pearson_correlation$subtraction_cor_AI_cor_NP) + abs(pearson_correlation$subtraction_cor_NB_cor_NP)) / 2 > 1.9 , "inverted",
                                                ifelse( (pearson_correlation$cor_AI >0.99 & pearson_correlation$cor_NB >0.99) & (pearson_correlation$cor_NP > -0.1 & pearson_correlation$cor_NP < 0.1) , "loss_positive",
                                                ifelse( (pearson_correlation$cor_AI < -0.99 & pearson_correlation$cor_NB < -0.99) & (pearson_correlation$cor_NP > -0.1 & pearson_correlation$cor_NP < 0.1) , "loss_negative",
                                                ifelse( (pearson_correlation$cor_AI > -0.1 & pearson_correlation$cor_AI < 0.1 & pearson_correlation$cor_NB > -0.1 & pearson_correlation$cor_NB < 0.1 ) & pearson_correlation$cor_NP > 0.99, "gain_positive" ,
                                                ifelse( (pearson_correlation$cor_AI > -0.1 & pearson_correlation$cor_AI < 0.1 & pearson_correlation$cor_NB > -0.1 & pearson_correlation$cor_NB < 0.1 ) & pearson_correlation$cor_NP < -0.99, "gain_negative" , "nothing")))))

#write.table(pearson_correlation, file= paste(result_path,"/2020_01_28_differential_gene_coexpression.txt", sep =""), append = FALSE, quote = FALSE, sep = "\t" ,row.names = FALSE)

table(pearson_correlation$result_cor_AI_and_NB_cor_NP)

```

```

##
##      gain inverted      loss nothing
##      1424         23         2 55076311

```

```
table(pearson_correlation$result_cor_AI_and_NB_cor_NP_a)
```

```

##
## gain_negative gain_positive      inverted loss_positive      nothing
##           716           708           23           2      55076311

```

## Figures 1b,c

Subset the matrix of correlation based on the results from `pearson_correlation$result_cor_AI_and_NB_cor_NP_a`

```

correlation_AIpreg<-cor(t(log2(rpk_AIpreg+1)),method="pearson", use="pairwise.complete.obs")
correlation_preg_NB<-cor(t(log2(rpk_NBpreg+1)),method="pearson", use="pairwise.complete.obs")
correlation_NOTpreg<-cor(t(log2(rpk_NOTpreg+1)),method="pearson", use="pairwise.complete.obs")

correlation_AI_NB_preg<-(correlation_AIpreg + correlation_preg_NB)/2

pearson_correlation_a<-pearson_correlation[!(pearson_correlation$result_cor_AI_and_NB_cor_NP_a == "nothing"), ]

#write.table(pearson_correlation_a, file= paste(result_path,"/2020_01_28_differential_gene_coexpression_only_significant.txt", sep=""), append = FALSE, quote = FALSE, sep = "\t",row.names = FALSE)

correlation_AI_NB_preg<-correlation_AI_NB_preg[row.names(correlation_AI_NB_preg) %in% unique(c(as.character(pearson_correlation_a$gene_1), as.character(pearson_correlation_a$gene_2))),
colnames(correlation_AI_NB_preg) %in% unique(c(as.character(pearson_correlation_a$gene_1), as.character(pearson_correlation_a$gene_2)))]
correlation_NOTpreg<-correlation_NOTpreg[row.names(correlation_NOTpreg) %in% unique(c(as.character(pearson_correlation_a$gene_1), as.character(pearson_correlation_a$gene_2))),
colnames(correlation_NOTpreg) %in% unique(c(as.character(pearson_correlation_a$gene_1), as.character(pearson_correlation_a$gene_2)))]

#rm(correlation_AIpreg,correlation_preg_NB,correlation_NOTpreg)

dissimilarity<-as.matrix(parDist(x= correlation_AI_NB_preg, method = "euclidean", diag = TRUE, upper = FALSE))
rownames(dissimilarity)<-colnames(correlation_AI_NB_preg)
colnames(dissimilarity)<-colnames(correlation_AI_NB_preg)
geneTree <- flashClust(as.dist(dissimilarity), method = "complete")
rm(dissimilarity)

subtraction_matrix <- correlation_NOTpreg - correlation_AI_NB_preg

correlation_AI_NB_preg<-correlation_AI_NB_preg[geneTree$order,geneTree$order ]
subtraction_matrix<-subtraction_matrix[geneTree$order,geneTree$order ]

subtraction_matrix[(subtraction_matrix >-1.8 & subtraction_matrix < -1.09) | (subtraction_matrix > -0.89 & subtraction_matrix < 0.89) | (subtraction_matrix > 1.09 & subtraction_matrix < 1.8)] <- 0

subtraction_matrix[upper.tri(subtraction_matrix)]<-0

correlation_AI_NB_preg[upper.tri(correlation_AI_NB_preg)]<-0

ht<-Heatmap(correlation_AI_NB_preg,
name="correlation",
cluster_rows= FALSE,
cluster_columns = FALSE,
show_row_names = FALSE,
show_column_names = FALSE,
col = colorRamp2(c(-2, -1,0, 1, 2), c("midnightblue","cyan1", "white", "magenta", "mediumvioletred"), space = "LAB"),
heatmap_legend_param = list(title = "correlation ",title_position = "lefttop",legend_direction = "horizontal", title_gp = gpar(col = "black", fontsize = 5),labels_gp = gpar(col = "black", fontsize = 4 ),grid_height=unit(0.5, "mm"),legend_width=unit(1.5, "cm"))
)
#png(paste(result_path,"/2019_07_08_AI_NB_heatmap_a.png", sep=""),width = 570, height = 625,res = 300)
#draw(ht, heatmap_legend_side = "bottom")
#dev.off()
draw(ht, heatmap_legend_side = "bottom")

```

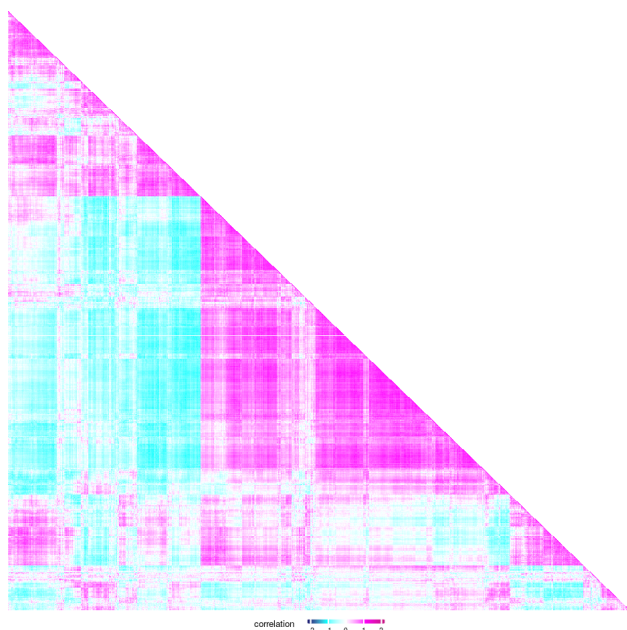

```
ht<-Heatmap(subtraction_matrix,
             name="correlation",
             cluster_rows= FALSE,
             cluster_columns = FALSE,
             show_row_names = FALSE,
             show_column_names = FALSE,
             col = colorRamp2(c(-2, -1, 0, 1, 2), c("midnightblue", "cyan1", "white", "magenta", "mediumvioletred")), space = "LAB"),
             heatmap_legend_param = list(title = "correlation ", title_position = "lefttop", legend_direction = "horizontal", title_gp = gpar(col = "black", fontsize = 5), labels_gp = gpar(col = "black", fontsize = 4 ), grid_height=unit(0.5, "mm"), legend_width=unit(1.5, "cm"))
)

#png(paste(result_path, "/2019_07_08_non_preg_differential_coex_heatmap.png", sep=""), width = 570, height = 625, res = 300)
#draw(ht, heatmap_legend_side = "bottom")
#dev.off()
draw(ht, heatmap_legend_side = "bottom")
```

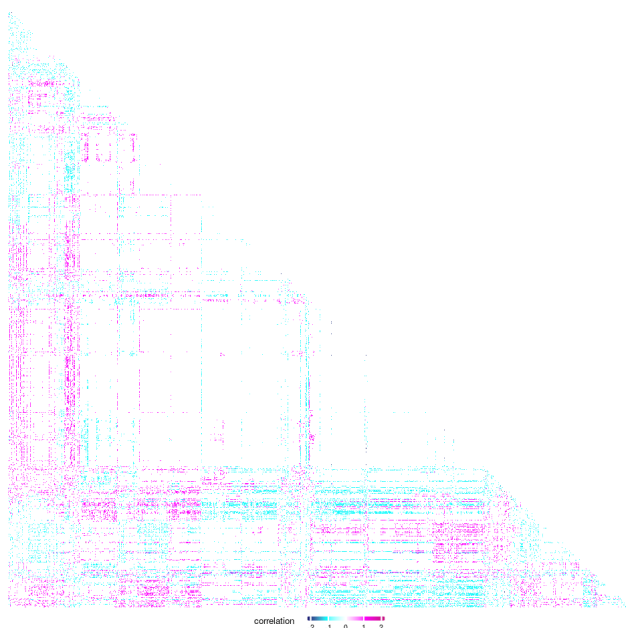

Test biological processes for enrichment with mRNAs that formed negative coexpression and calculate fold change enrichment. (AI and NB vs NP)

```

How the deposited data were processed for this re-analysis (not part of the article)

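The abundance of mRNA in peripheral white blood cells (PWBC) and of small RNA in plasma was measured in blood of 17 heifers drawn on the day of AI. The groups, as named in the deposited labels, were 6 AI-preg, 6 NB-preg and 5 non-pregnant heifers, with 1 PWBC and 1 plasma library each. The deposited values are counts that the authors made with HISAT2 on the assembly ARS-UCD1.2 and featureCounts, after they removed reads with several alignments or with 5 or more mismatches and left out duplicates. The authors counted read pairs by strand for PWBC and single reads without regard to strand for plasma. The counts are not normalized and no gene was filtered out, so each table holds 27570 genes. The version of the annotation differs between the authors' methods text and their code. Heifers were matched between the tables by their number.

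PWBC genes were kept at 2 CPM or more in 5 or more libraries and plasma genes at over 1 CPM in 5 or more libraries. Library totals for CPM were sums over the genes of any type kept. The authors' code sums over protein-coding genes for PWBC and over miRNAs for plasma. No annotation with these identifiers was at hand, so protein-coding genes could not be selected, gene lengths were not used and all PWBC genes past the filter were tested. Gene symbols and the identity of miRNAs were taken from the supplementary tables alone, which name 2336 identifiers and 120 miRNA identifiers. The miRNAs are thus those in results of the paper on the same heifers. Of Supplementary Table S1, 1998 of 2017 lines were held, and no set of genes from it was tested.

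Differences in abundance were tested with edgeR 4.0.16 (quasi-likelihood test with robust dispersion, in one fit of the 3 groups) and Benjamini-Hochberg adjustment under R 4.3.3. The paper's rule was applied with edgeR's likelihood ratio test and DESeq2 1.42.0, at a nominal p of at most 0.03 in both and in each fit that leaves out 1 heifer of the groups compared. For the miRNAs, library size was the sum over the named miRNAs in these tests and the sum over all plasma genes past the filter elsewhere. Coexpression was Pearson's r of log2(CPM + 1), with the limits of the authors' code. For differential coexpression of miRNA:mRNA pairs, these are 0.9 for a gained or lost pair and 1.8 for an inverted pair. Principal components, clustering, permutation tests and correlations were computed in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. Single measures were compared between groups by exact permutation, two-sided, and correlations over all heifers were tested with 100000 permutations.

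The genes named in the text are those that the paper names and that could be identified, the pairs plotted by name in Figs. 2D, 2E, 3C and 4C, the 5 genes with the smallest p in each direction among any past an adjusted p of 0.05, the 3 pairs of each kind with the largest |r| over all heifers, and the 5 genes or miRNAs with the most counts. ENSBTAG00000049416, ENSBTAG00000052118, ENSBTAG00000046389 and ENSBTAG00000053179 lie outside this rule and were named after their values were seen, as was ENSBTAG00000037264, which takes most plasma counts. Marker lists were set for neutrophils, T cells, monocytes, NK cells, red cells and platelets in PWBC, for red cells and platelets in plasma miRNA and for 1 further cell type, which is not reported and counts among the 6 lists with a member. These lists, the groups, the tests and the alternatives were set before the data were examined, apart from those named in the closing section as chosen later. The alternatives cover scaling by edgeR's TMM factors or DESeq2's size factors, the test, filters on low counts, a covariate for the neutrophil marker score, the pseudocount, Spearman's rho, the limits on |r| and each heifer left out in turn.

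The tests were tested on simulated data. With 200 changed PWBC genes among 10942, edgeR's quasi-likelihood test recovered 64 for AI-preg and 68 for NB-preg, with 2 and 1 false calls. The paper's rule without its leave-one-out part recovered 171 and 174, with 360 and 359 false calls. In plasma, 12 and 15 of 20 changed miRNAs were recovered by the quasi-likelihood test. All 200 planted pairs were recovered for pairs across all heifers and for the gained positive, gained negative and inverted classes. They were planted with r well past the limits, so this recovery was fixed in advance and says nothing of power. Lost pairs were not planted. Beside the planted pairs, 827 gained positive, 751 gained negative and 30 inverted pairs passed. Depth was lower in non-pregnant PWBC libraries, so low counts are less precise there, and a group with at most 3 counts in every library gives a fold change only as a bound.

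Enrichment of gene ontology terms and pathways, miRNA targets, the prediction models and the heifers of the first year were left out, since the annotation, target tables and counts they need were not at hand. CEACAM4, FCGR2, RPL39 and the miRNAs of the study outside the 120 identifiers were not analysed here.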

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

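The tests on the share of ribosomal protein genes and on the gene that takes most plasma counts were chosen only after the result was seen, as was the form of the simulation of shared libraries given further on.

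Of 93 groups of heifers tested for a heifer far from the others in a named gene, 14 held one, where a rate of 1 in 20 would give 4.65. That rate need not hold for skewed CPM or for genes that vary together, so the excess over it is no test. AI-preg heifers account for 9 of the 14, NB-preg heifers for 4 and non-pregnant heifers for 1. AI-preg heifer 114 accounts for 5, and lies above the other AI-preg heifers in ARAP3 (46.8 CPM), ISG20 (9.00), NFE2 (85.5), LONRF3 (26.5) and TIAM2 (8.61). NB-preg heifer 116 lies above the others of its group in LONRF3 (73.2 CPM) and TIAM2 (6.88). These genes are higher in non-pregnant heifers, and heifers 114 and 116 also have the highest neutrophil marker scores among the pregnant heifers (0.92 and 1.59). A larger share of neutrophils in the samples of these heifers is a candidate explanation. Of the genes past the paper's rule without its leave-one-out part, 4.79% passed it again with the neutrophil marker score as a covariate, which fits a source shared with the score. The score differs between the groups itself, so this does not separate cell composition from other differences between them, and it rests on 2 genes whose symbols come from the paper's pairs called on the same heifers. A lower depth of the non-pregnant libraries is argued against as the source of the genes past that rule without its leave-one-out part. Of these genes, 85.4% passed again after all libraries were thinned to the smallest total. Whether depth sets heifers 114 and 116 apart from the others of their group was not tested. A physiological difference between these heifers and the others of their group was not tested.

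The other heifers far from their group were AI-preg heifers 117 in SMIM26 (196 CPM), 119 in N6AMT1 (25.4), 92 in HRH2 (7.42) and 120 in OR12D2 (0.0768), NB-preg heifers 121 in TNFRSF17 (39.1) and 103 in IL5RA (14.0), and non-pregnant heifer 101 in miR-11995 (0.328). The values of OR12D2 and miR-11995 stand for at most 3 counts, so that the heifer differs from others of its group by a few reads. No explanation was tested for these single values, technical or biological.

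Reads on ENSBTAG00000037264, a gene outside the named miRNAs that the paper does not discuss, take on average 75.0% of the plasma counts. When a single gene takes most counts, the CPM of every other gene moves with its share. Without this gene in the plasma library size, 2.47% of the miRNA:mRNA pairs across all heifers stayed past the limit. CPM of the named miRNAs also leaves this gene out, and there a larger share of the same pairs stayed. These pairs may thus owe much to the variation in its share between heifers, but how much depends on the scaling. The type of this gene was not at hand, and whether its share follows the handling of plasma or the physiology of the heifer was not tested.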

How the results depend on the processing

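The thinned libraries and the CPM of the named miRNAs, and for miRNA tests the library size over all plasma genes, were alternatives chosen only after the result was seen. No paired analysis was possible because the groups compared hold different heifers.

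For the abundance of PWBC genes, edgeR's TMM factors, its likelihood ratio test, no filter on low counts, the neutrophil marker score as covariate, an adjusted p under 0.10 and a fit of only the groups compared each left 0 genes past adjustment in the 3 comparisons, with 521 to 1696 genes at an unadjusted p under 0.05 for AI-preg and 440 to 1772 for NB-preg against non-pregnant heifers, apart from 74 and 137 with the covariate, and 16 to 720 for AI-preg against NB-preg. DESeq2 gave 5, 11 and 0 genes past adjustment, with 1165, 1124 and 71 at an unadjusted p under 0.05. With 1 heifer left out the count stayed 0, with 241 (without 113) to 1654 (without 101), 280 (without 113) to 1883 (without 115) and 7 (without 120) to 132 (without 114) at an unadjusted p under 0.05. By the paper's rule without the leave-one-out requirement there were 360, 434 and 14 genes in place of 71, 88 and 2, 181 in both comparisons in place of 29, and 4 and 1 miRNAs in place of 1 and 0. Adjusted p under 0.05 in both tools left 0 in each comparison. Thinned libraries without the leave-one-out requirement gave 362 and 426 genes. With the neutrophil marker score as covariate and without that requirement there were 48, 64 and 18 genes, 7 of the 48 among the 71 and 16 of the 64 among the 88, and with edgeR's TMM factors 45 genes in both comparisons, 25 of them among the 29. The cause was not tested. For the miRNAs each scaling and fit tried left 0 past adjustment, with 2 (without 107) to 14 (without 101), 0 to 5 and 0 to 1 at an unadjusted p under 0.05.

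Spearman's rho gave 4578 mRNA:mRNA pairs across all heifers in place of 2252, 26913 with differential coexpression in place of 1571, and 136 miRNA:mRNA pairs in place of 81. An |r| over 0.95 gave 77677 mRNA:mRNA pairs. Genes with a mean of at least 10 CPM gave 768 pairs with differential coexpression, 43 miRNA:mRNA pairs and 1030 miRNA:mRNA pairs with differential coexpression in place of 2146, since fewer genes were tested. Values without the neutrophil marker score gave 16 and 651 miRNA:mRNA pairs, edgeR's TMM factors 674 with differential coexpression, CPM of the named miRNAs 261 across all heifers, and an |r| over 0.99 gave 81. AI-preg as the group that differs gave 141 mRNA:mRNA and 208 miRNA:mRNA pairs, and NB-preg 130 and 489. Genes in either comparison gave 19 genes with gained pairs in place of 5. With 1 heifer left out, the 4 kinds of pairs ran from 1990 (without 115) to 4221 (without 116), from 1168 (without 121) to 24239 (without 101), from 25 (without 113) to 612 (without 111) and from 1500 (without 93) to 5532 (without 94). Apart from fewer genes or heifers, the cause was not tested.

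The difference of non-pregnant heifers on the first component ran from 20.9 (without 113) to 87.5 (without 115, exact permutation p = 0.0291, where that over all heifers was not under 0.05) in PWBC. In plasma it ran from -1.12 (without 113) to 5.28 (without 101), and was -4.65 with edgeR's TMM factors and -4.97 with CPM of the named miRNAs, reversed in each, and the cause was not tested. The difference in the neutrophil marker score kept its direction, from 1.85 (without 113) to 2.76 (without 115), with each non-pregnant heifer left out in turn and no pregnant one. Its exact permutation p stayed under 0.05, but adjusted over the 6 lists it was 0.0956 without heifer 94, 0.0989 without 107 and 0.119 without 113, against 0.0231 without 101 and 0.0165 without 115.

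Of 463 alternatives for 33 named fold changes, 450 kept direction and side of the threshold, 4 passed it with DESeq2 and 9 reversed. Of 254 alternatives for the other results, 192 kept theirs, 1 passed the threshold, 3 reversed and 58 moved. With the neutrophil marker score as covariate, the log2 fold change for AI-preg became -0.61 in NFAM1, -0.43 in ISG20, -0.14 in JAML, -0.52 in NFE2 and -0.42 in PLEKHO1, and for NB-preg -0.24 in TNFRSF1A, -0.13 in ISG20, -0.12 in JAML and -1.34 in NFE2. The cause was not tested.

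RPKM, which was planned, was not run for want of gene lengths, so log2(CPM + 1) and all gene types, planned as alternatives, are the values reported throughout. A filter on low counts removes none of the named miRNAs, so leaving it out changes nothing. The lower depth of non-pregnant PWBC libraries limits fold changes of genes near 3 counts, such as ENSBTAG00000052118, to bounds.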

Differences from the paper's values

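Across all heifers, 81 miRNA:mRNA pairs had an |r| over 0.85, against the paper's 141. Of the alternatives set before the data were examined, a pseudocount of 0.1 (111 pairs), Spearman's rho (136) and edgeR's TMM factors (102) came within 1.5 times the paper's number, as did 11 of the 17 fits that leave out 1 heifer: those without 92 (181), 99 (157), 114 (172), 117 (118), 120 (157), 93 (113), 103 (197), 108 (121), 94 (126), 101 (129) and 115 (158). Genes with a mean of at least 10 CPM (43), values without the neutrophil marker score (16) and miRNA genes counted one by one (84) did not, nor did the fits without heifers 119 (67), 111 (612), 116 (242), 121 (213), 107 (51) and 113 (25). CPM of the named miRNAs, nearest to the authors' code and chosen after seeing the values, gave 261 and did not either.

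Of the genes called in both comparisons with non-pregnant heifers, 5 gained coexpression with 12 miRNA genes, of which 2 are copies of bta-let-7a, against the paper's 12 genes and 27 miRNAs. With genes called in either comparison there were 19 genes and 24 miRNA genes, which closed the gap for the miRNAs and not for the genes. A pseudocount of 0.1, with 5 genes and 9 miRNA genes, closed neither.

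In non-pregnant heifers 921 miRNA:mRNA pairs gained a negative and 1202 a positive connection and 20 were inverted, against the paper's 2330, 2738 and 51. These are over 120 named miRNAs, fewer than the paper tested. For gained negative pairs, the fits without non-pregnant heifers 94 (2137), 101 (2584), 113 (1592) and 115 (1980) came within 1.5 times the paper's number, and no other alternative did. For gained positive pairs, the fits without each of the non-pregnant heifers did, 94 (3294), 101 (1826), 107 (1883), 113 (1866) and 115 (2364), and no other alternative did. For inverted pairs, a pseudocount of 0.1 (35), NB-preg as the group that differs (35) and the fits without heifers 117 (45), 93 (37), 108 (56), 116 (61), 121 (44), 101 (35) and 115 (72) did, and the other alternatives, from 1 pair with genes of a mean of at least 10 CPM to 100 without heifer 94, did not.

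No mRNA:mRNA pair lost a positive connection in non-pregnant heifers (0), against 2 in the paper's Supplementary Table S3. Values without the neutrophil marker score (2) and the fits without heifers 99 (2), 117 (2), 93 (3), 103 (3) and 111 (3) came within 1.5 times the paper's number, and the other alternatives, from 0 to 420 with Spearman's rho, did not. With every library thinned to the smallest total, chosen after seeing the values, there was 1.

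Over the non-pregnant heifers, NR1D1 and H2AFY2 had an r of -0.991 against the paper's -0.981, and LSP1 and bta-mir-345 an r of -0.878 against the paper's -0.906. In AI-preg heifers SMG8 and MIR185 had an r of -0.903 against the paper's -0.844. For these 3 values, which are in the paper's supplementary tables, the alternatives at hand are the fits that leave out 1 heifer of the group. The r of NR1D1 and H2AFY2 ran from -0.998 to -0.977 and that of LSP1 and bta-mir-345 from -0.940 to -0.877. Both ranges hold the paper's value. That of SMG8 and MIR185 in AI-preg heifers ran from -0.942 to -0.891 and did not reach the paper's value.

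The paper lists ISG20, LSP1, NCF1 and PLEKHO1 among genes that gained negative coexpression with miRNAs in non-pregnant heifers, and none of them was in a gained pair here. In the pairs drawn, ISG20 and MIR103A2 had an r of 0.347 in NB-preg heifers, PLEKHO1 and bta-mir-148b of 0.178, and LSP1 and MIR103A2 of 0.200 in NB-preg and -0.865 in non-pregnant heifers. PLEKHO1 and bta-mir-326 had an r of -0.872 and NFE2 and MIR26B of -0.896 in non-pregnant heifers, short of the limit of -0.9, and NFE2 and MIR30E an r of 0.165 in NB-preg heifers. Of the alternatives set before the data were examined, values without the neutrophil marker score put PLEKHO1 in 2 gained negative pairs, and fits without a heifer put ISG20 (without 93 or 116), NCF1 (without 114, 101 or 115) and PLEKHO1 (without 93, 116, 94, 101, 113 or 115) in at least 1. CPM of the named miRNAs, chosen after seeing the values, put NCF1 in 1. LSP1 was in 0 under each of these.

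The paper draws NSUN3 and MIR138 as a gained pair. Their r was 0.994 in non-pregnant and 0.220 in AI-preg heifers, and no alternative put them past the limits.

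Among the miRNAs of known interactions, which were not analysed here, the paper places bta-mir-320a after bta-mir-744 in number of connections. Over all miRNA:mRNA pairs past the limit, 7 miRNAs had more pairs than the 2 of bta-mir-320a, among them MIR375 and bta-mir-181b with 5 each. Of the alternatives run, only the fit without heifer 120 placed bta-mir-320a second, with 17 pairs.

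ADAM19, ATG4B, DPEP2, IMMP2L and PSMB9 each form a gained negative pair in the paper's Supplementary Table S3 and formed 0 here. At least 1 was found for ADAM19 with Spearman's rho, edgeR's TMM factors or without heifer 111 or any single non-pregnant heifer, for ATG4B with a pseudocount of 0.1, Spearman's rho or without heifer 103, 94 or 107, for DPEP2 without heifer 94, 101 or 113, for IMMP2L with Spearman's rho, values without the neutrophil marker score or without heifer 94, 113 or 115, and for PSMB9 with a pseudocount of 0.1, Spearman's rho or without heifer 92, 101, 107, 113 or 115.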

Other observations

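The tests on ribosomal protein genes, on gained pairs after thinning, on shuffled values without coexpression and on the few genes between AI-preg and NB-preg heifers were chosen only after the result was seen. The simulation of shared libraries was first run with the means of the pregnant groups fixed, and the form with means drawn anew was chosen after that result was seen.

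The heifers were split at random into groups of 6, 6 and 5, in 100 splits with the real split included. As many PWBC genes past adjustment were found in 100 of 100 splits for AI-preg against non-pregnant, for NB-preg against non-pregnant and for AI-preg against NB-preg, which was fixed in advance, since the real split gave 0 (585, 672 and 16 at an unadjusted p under 0.05). As many at an unadjusted p under 0.05 were found in 21, 25 and 100 splits, and as many by the paper's rule without its leave-one-out part in 23, 23 and 100. With that part, 4 of 25 splits gave as many for AI-preg and 6 of 25 for NB-preg. Genes called in both comparisons without that part were as many in 11 of 100 splits. The calls of each comparison with non-pregnant heifers without that part, pooled, were as uneven between higher and lower in 32 of 100. For the miRNAs, 100 of 100 splits gave as many past adjustment in each of the 3 comparisons, and by the paper's rule 13 of 40 gave as many for AI-preg and 40 of 40 for NB-preg. The real split gave 0 in these apart from the 13 of 40, so they too were fixed in advance and say nothing. Where the real split gave more than 0, counts of this size for the comparisons with non-pregnant heifers may arise when heifers are grouped without regard to pregnancy outcome.

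For coexpression, 41 of 100 splits gave as many mRNA:mRNA pairs that differ in the group of 5, 83 as many inverted pairs and 11 as many miRNA:mRNA pairs, and 19 gave as many called genes with gained pairs. With the values of each gene shuffled across the heifers, 20 shuffles gave up to 1736 mRNA:mRNA pairs against the 1571 observed, so that this number is consistent with genes that have no coexpression at all. The same shuffles gave up to 1207 miRNA:mRNA pairs against the 2146 observed. The 120 miRNAs come from the paper's own results on these heifers, which favours miRNAs in many pairs, and edgeR's TMM factors gave 674 pairs, so that for miRNA:mRNA pairs the absence of coexpression cannot be told apart from its presence by this number.

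Gained pairs far outnumber lost pairs in non-pregnant heifers. In the other 99 splits, 99.4% of the gained and lost pairs were gained, and gains were more in each. A loss asks for a high |r| in both larger groups and a gain in the group of 5 alone. With values shuffled so that no coexpression was left, medians were 826.5 gained positive and 780.5 gained negative pairs. At most 1 lost pair of each sign was found in any shuffle. The rule at these group sizes thus gives such an excess of gained pairs without any coexpression. With all libraries thinned to the smallest total, 99.9% of the gained and lost pairs of non-pregnant heifers were gained, but the rule alone gives nearly this share, so lower depth cannot be told apart from other causes. The tables argue against a single distant library, without which at most 7.81% of the gained pairs fell under an |r| of 0.9. Group size cannot be told apart from other causes: sets of 5 pregnant heifers gave at most 1435 pairs against the 1571 observed, while random groups of 5 gave as many in 41 of 100 splits, and gained pairs outnumber lost pairs in these sets as well. A biological difference is not needed for this excess and was not tested.

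Pairs across all heifers are nearly all positive. Chance gave at most 1 pair in shuffles of values. After the first principal component was removed, 5.15% of the pairs stayed past the limit, so an axis shared by many genes may underlie them. That component followed the share of counts on ribosomal protein genes over 17 heifers, with Pearson's r 0.937 and Spearman's rho 0.926 (permutation p = 1e-05 each, the smallest possible; adjusted over 3 relations, 3e-05), 0.920 without heifers 94 and 113, 0.916 within AI-preg and 0.966 within NB-preg heifers. It did not follow depth (r -0.0161, permutation p = 0.952; rho -0.0319, permutation p = 0.907). With the neutrophil marker score r was 0.557 (permutation p = 0.0209, adjusted 0.0313) and rho 0.512 (permutation p = 0.0377, adjusted 0.0565), but r was 0.338 without heifers 107 and 113, 0.559 within AI-preg and -0.274 within NB-preg heifers, so whether the score explains the place of heifers 94, 107 and 113 cannot be told apart from the difference between groups. The ribosomal share is itself part of the values behind the component, so what drives both stays open.

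Of 100 shuffles of heifers between the tables, 3 gave as many miRNA:mRNA pairs. As the miRNAs were taken from the paper's results on the same heifers, chance pairing cannot be told apart from coexpression by this test. Only 9.88% of the pairs stayed past the limit in each fit that left out 1 heifer, so a few heifers may carry most of them.

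Between AI-preg and NB-preg heifers 16 genes had an unadjusted p under 0.05, where the same groups in the other 99 splits drawn gave 19 to 4190. As few were thus found in 1 of 100 splits, the real one. Among 100 splits this is the smallest possible share. A random grouping of heifers is argued against for this count over all heifers only. With single heifers left out the count ran from 7 to 132, the latter without heifer 114, where the other splits had a median of 122. A likeness of the pregnant groups is a hypothesis that was not tested otherwise.

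Genes called in both comparisons with non-pregnant heifers number 29. Unchanged pregnant groups against shared non-pregnant libraries gave at most 19 in 8 simulations with means drawn anew and at most 1 with means fixed. These models draw each gene on its own, while the called genes are mostly high in the same heifers. They therefore cannot exclude shared libraries alone as the source. The splits above gave as many without the leave-one-out part in 11 of 100.

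Between non-pregnant and pregnant heifers, the platelet score (ITGA2B and TUBB1) differed by -0.89 (exact permutation p = 0.319, adjusted 0.925) and the platelet miRNA score (MIR197) by 0.18 (exact permutation p = 0.771, adjusted 0.925). The lists of monocytes, red cells and red cell miRNA had no member with a symbol here.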
